# Vitamin A deficiency compromises the barrier function of the retinal pigment epithelium

**DOI:** 10.1093/pnasnexus/pgad167

**Published:** 2023-05-19

**Authors:** Jean Moon, Gao Zhou, Eckhard Jankowsky, Johannes von Lintig

**Keywords:** RPE, vitamin A, deficiency, transcriptome, STRA6

## Abstract

A major cause for childhood blindness worldwide is attributed to nutritional vitamin A deficiency. Surprisingly, the molecular basis of the ensuing retinal degeneration has not been well defined. Abundant expression of the retinoid transporter STRA6 in the retinal pigment epithelium (RPE) and homeostatic blood levels of retinol-binding protein delay vitamin A deprivation of the mouse eyes. Hence, genetic dissection of STRA6 makes mice susceptible to nutritional manipulation of ocular retinoid status. We performed RNA-seq analyses and complemented the data with tests of visual physiology, ocular morphology, and retinoid biochemistry to compare eyes with different vitamin A status. Mild ocular vitamin A deficiency decreased transcripts of photoreceptor transduction pathway-related genes and increased transcripts of oxidative stress pathways. The response was associated with impaired visual sensitivity and an accumulation of fluorescent debris in the retina. Severe vitamin A deficiency did not only impair visual perception but also decreased transcripts of genes encoding cell adhesion and cellular junction proteins. This response altered cell morphology, resulted in significant changes in transport pathways of small molecules, and compromised the barrier function of the RPE. Together, our analyses characterize the molecular events underlying nutritional blindness in a novel mouse model and indicate that breakdown of the outer blood–retinal barrier contributes to retinal degeneration and photoreceptor cell death in severe vitamin A deficiency.

**Significance Statement**

Perturbed vitamin A metabolism is a characteristic of many ocular disease states. How the eyes adapt to vitamin A status has not been investigated in molecular detail. Applying RNA-seq and employing STRA6-deficient mice enabled us to determine the ocular transcriptome under various vitamin A supply conditions. STRA6-deficient mice displayed various degrees of vitamin A deficiency whereas wild-type mice maintained homeostasis. By combining data about genetic pathways with imaging, physiological, and biochemical analyses, we integrated transcriptome changes to ocular phenotypes. The studies revealed that under conditions of mild vitamin A deficiency, the eyes suffered from impaired visual physiology and stress. Severe deficiency affected epithelia maintenance and proper tight junction regulation, culminating in a breakdown of the outer blood–retina barrier.

## Introduction

The importance of vitamin A (all-*trans*-retinol) for vision has long been known because deficiency of the nutrient can damage the eyes throughout the life cycle (1). Vitamin A is the precursor for the visual chromophore (retinaldehyde) and all-*trans*-retinoic acid (RA). The 11-*cis*-diastereomer of retinaldehyde forms a Schiff base linkage with the opsin moieties of cone and rod visual pigments. These G protein–coupled receptors mediate phototransduction, the process by which photons are converted into a nerve signal (2). RA is a hormone-like molecule that regulates gene expression through nuclear receptors (3, 4) that are critical for the cell growth, differentiation, and patterning of the eyes (5).

Vitamin A in the blood is delivered to the eyes, thereby supporting retinoid signaling and chromophore synthesis in the eyes. This transport occurs via two overlapping pathways distributing either dietary vitamin A as retinyl esters (REs) in chylomicrons or stored hepatic vitamin A bound to the retinol-binding protein (holo-RBP4) (6). Cellular uptake of vitamin A from these two transport modes is respectively facilitated by lipoprotein lipase or by the RBP4 receptor STRA6 (stimulated by RA6) (7–9). STRA6 is an integral membrane protein of the basolateral membrane of the retinal pigment epithelium (RPE) (10, 11). The protein facilitates the bidirectional transport of vitamin A into RPE cells from circulating holo-RBP4 in a regulated manner (8, 12, 13).

In humans, mutations in the *STRA6* gene cause Matthew–Wood syndrome (MWS) (14–16). MWS is characterized by severe bilateral microphthalmia, often in combination with pulmonary dysplasia, cardiac defects, and diaphragmatic hernia (14). This phenotype is consistent with the pleiotropic roles of RA in embryonic development (17). In contrast, mice deficient for STRA6 or its RBP4 ligand develop eyes and are viable when raised on vitamin A-rich diets (18–20). The eyes of *Stra6* knockout mice do not establish a retinoid pool sufficient to support visual pigment synthesis, resulting in loss of photoreceptor function and retinal degeneration. During adolescence, the eyes of this mouse mutant rely on supply via the chylomicron-dependent delivery pathway of dietary vitamin A (19, 21). Therefore, their ocular vitamin A status can be manipulated by dietary intervention (19, 21). This characteristic makes this mouse mutant a unique model to study nutritional blindness which is a widespread ailment in children worldwide (22).

Seminal work by Dowling and Wald showed that vitamin A deficiency (VAD) in rats affects photoreceptor function and eventually results in retinal degeneration (23). They further demonstrated that RA can fulfill most vitamin A-dependent activities except photoreceptor function (24). Accordingly, chromophore-deficient mouse mutants do not exhibit the retinal degeneration phenotype of VAD eyes (25–27). However, it is not well defined how the eyes adapt to changes in vitamin A status and what events are associated with the retinal degeneration phenotype in severe VAD.

Here, we subjected *Stra6^−/−^* and wild-type (WT) mice to dietary vitamin A deprivation. By this approach, we induced mild and severe ocular VAD in *Stra6^−/−^* mice, as determined by biochemical analysis. Deep sequencing (bulk RNA-seq) analyses revealed the transcriptomes of photoreceptors and RPE under these conditions (28). Based on genotype and diet, we associated the transcriptomes with physiological, histological, and biochemical changes of the eyes. Milder deficiency affected the phototransduction machinery and was associated with an elevated expression of genes involved in oxidative stress pathways. The consequences of severe VAD extended to the structural and functional bases of the outer blood–retina barrier (oBRB). The emerging picture underscores that vitamin A is critical to maintain photoreceptor function and overall visual homeostasis. We identify novel aspects of ocular VAD, specifically the vitamin's role in supporting RPE integrity and function. This role of vitamin A may explain the irreversible retinal degeneration and vision loss in children suffering from prolonged VAD.

## Results

### *Stra6*-deficient eyes model ocular VAD

To investigate how the eyes adapt to vitamin A status, we used *Stra6* knockout mice (18) which exhibit dysregulated ocular retinoid homeostasis (19–21). All mice were bred and raised on a standard rodent diet rich in vitamin A (15 IU/g) to avoid developmental complications. At the time of weaning, WT and *Stra6^−/−^* mice were maintained on a vitamin A sufficient (VAS) or VAD diet, which are custom diets routinely implemented to control vitamin A status in rodents (29). The 4 IU retinol/g existing in the VAS diet is consistent with the recommended vitamin A intake for rodents. Four international units is equivalent to 1.2 mg retinol activity equivalents (RAE) which falls within a range adequate in humans. The VAD diet, a modified AIN-93G diet that is free of vitamin A (0 IU/g), is utilized to restrict vitamin A (29, 30).

In response to dietary restrictions, hepatic RE stores were significantly depleted on a VAD diet irrespective of genotype, suggesting that the vitamin was redistributed from its major storage site to other tissues. On a VAS diet, the levels of RE in the livers of *Stra6^−/−^* mice were lower than that of WT counterparts (Fig. 1A). High performance liquid chromatography (HPLC) analysis revealed that all visual cycle intermediates exist in all groups of mice (Fig. 1B). The eyes of WT mice, carrying the fully functional *Stra6* allele, were largely unaffected by diet. Ocular retinoid homeostasis was abrogated without STRA6, demonstrated by the significantly reduced concentrations under both dietary conditions. Compared with *Stra6^−/−^* mice on a VAD diet, those on a VAS diet possessed 400% higher retinoid content (Fig. 1B and C). These characteristics reveal that the degree of ocular VAD can be manipulated by a controlled diet in *Stra6^−/−^* mice (Fig. 1D). With such a system, we can ascribe observed changes in VAD *Stra6^−/−^* and VAS *Stra6^−/−^* groups as responses to severe and mild VAD states, respectively.

**Fig. 1.**
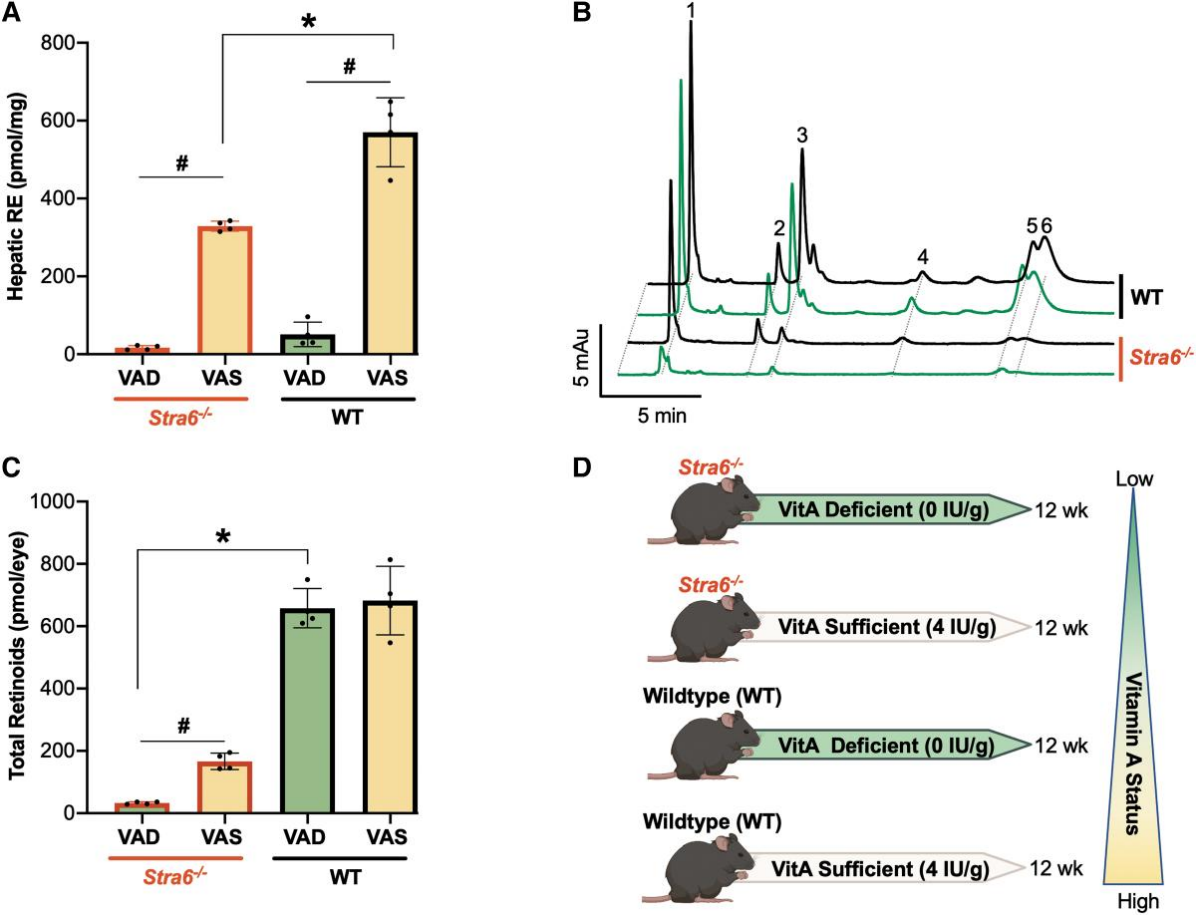
Characterization of retinoid biochemistry. HPLC was used to determine the retinoid content in the livers (A) and eyes (B, C) isolated from WT and *Stra6^−/−^* mice that were maintained on a VAS or VAD diet for a period of 12 weeks. Each group of mice represents varying degrees of ocular VAD (D). RE, retinyl ester; VAD, vitamin A deficient; VAS, vitamin A sufficient; 1, retinyl esters; 2, 11-*cis*-retinal (syn); 3, all-*trans*-retinal (syn); 4, 11-*cis*-retinal (anti); 5, all-*trans*-retinol; 6, all-*trans*-retinal (anti). Values presented as mean ± SD. *P < 0.05 between genotypes, within diet; ^#^*P* < 0.05 VAS vs. VAD, within genotype.

### Cone and rod phototransduction were compromised in *Stra6^−/−^* mice

The generation and recycling of chromophore occur in the RPE layer (Fig. 2A). While the apical side is adjacent to the photoreceptor outer segments, STRA6 is expressed at the basolateral side of the RPE, facilitating ROL transport from the circulation (8). The RPE tissue acts as a metabolic hub that is an optimal target for assessing the response to varying vitamin A levels. Thus, we collected 40 posterior eye cup tissues (RPE/choroid) to compare changes in the transcriptome between *Stra6^−/−^* and WT mice 12 weeks after placement on a VAS or VAD diet. 

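RNA of the outer eyecup (RPE and choroid) was sequenced from 4 groups of 5 samples, WT and *Stra6-/-* mice kept for 12 weeks on the VAS diet (4 IU vitamin A per g) or the VAD diet (0 IU per g), each sample being, by the paper's account, both eyecups of 1 mouse. The authors aligned the reads with STAR to GRCm38/mm10, estimated gene counts with RSEM and deposited them divided by 1 DESeq2 size factor per sample, which are called normalized values here. The reads behind the values, recovered from the size factors, numbered from 13331903 to 21878614 per sample, with a median of 17785927. Groups were compared with limma on log2(value + 1), with all 20 libraries in the fit and Benjamini-Hochberg adjustment over 18807 genes, so that fold changes of genes with low values are understated. The targeted gene *Stra6* lies on chromosome 9 from 58063788 to 58153996 of GRCm38. Its normalized value was 2591 ± 149 (SD, n = 5) in VAS WT and 629 ± 49.8 (SD, n = 5) in VAS *Stra6-/-*, a log2 fold change of -2.04 (standard error 0.18, adjusted p = 3.38e-08, limma). In VAD WT it was 986 ± 415 (SD, n = 5), against 2163 ± 154 (SD, n = 5) in the libraries labelled VAD *Stra6-/-*. There *Stra6* was higher than in VAD WT, in the direction opposite to the label, with a log2 fold change of 1.23 (standard error 0.18, adjusted p = 3.92e-06, limma), and it was higher than in VAS *Stra6-/-* by 1.78 on the log2 scale (standard error 0.18, adjusted p = 1.88e-08, limma). Relative to the mean log2 value of 20 other RPE genes, *Stra6* was lower in the libraries labelled VAD *Stra6-/-* than in VAD WT by 1.20 (exact permutation test, two-sided p = 0.00794, the smallest that 5 against 5 allow) and in VAS *Stra6-/-* than in VAS WT by 2.19 (p = 0.00794, the same exact test). This ratio also differed between VAD WT and VAS WT, which share a genotype, by -0.83 (p = 0.00794, the same exact test).

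**Figure D1:**
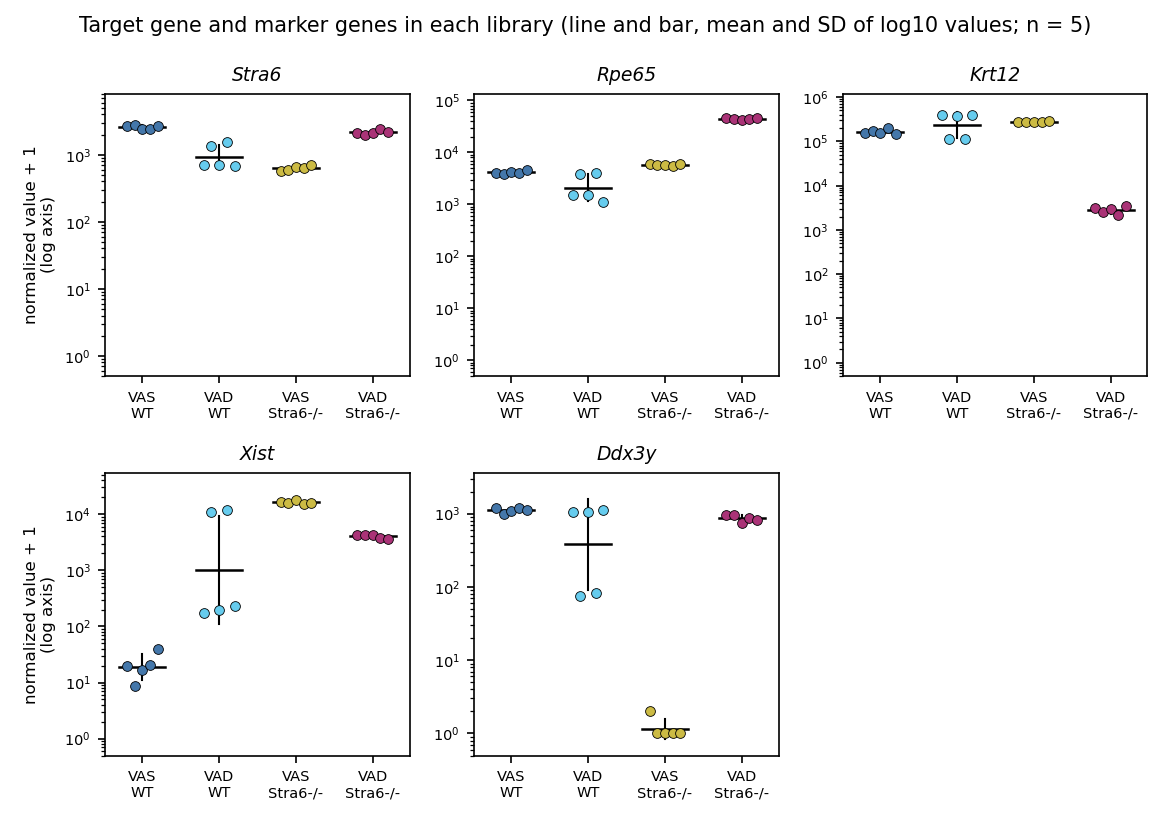
Normalized values plus 1 (log axis) of *Stra6*, *Rpe65*, the cornea keratin *Krt12* and the sex-linked genes *Xist* and *Ddx3y* in each of the 20 libraries (points), with the mean and SD of the log10 values of the 5 libraries of each group (lines and bars). *Rpe65* has a mean of 44337 and *Krt12* of 2851 in the libraries labelled VAD *Stra6-/-*, against 5824 and 277635 in VAS *Stra6-/-*.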

Treatment with dispase improved separation of the eyecup from the retina (Fig. S1). While the expression of *Rhodopsin* (*Rho*), albeit significantly lower compared with *Retinoid isomerase* (*Rpe65*), indicated cross-contamination in our sample preparation, this allowed us to monitor into the condition of the photoreceptor layer (Fig. 2B).

**Fig. 2.**
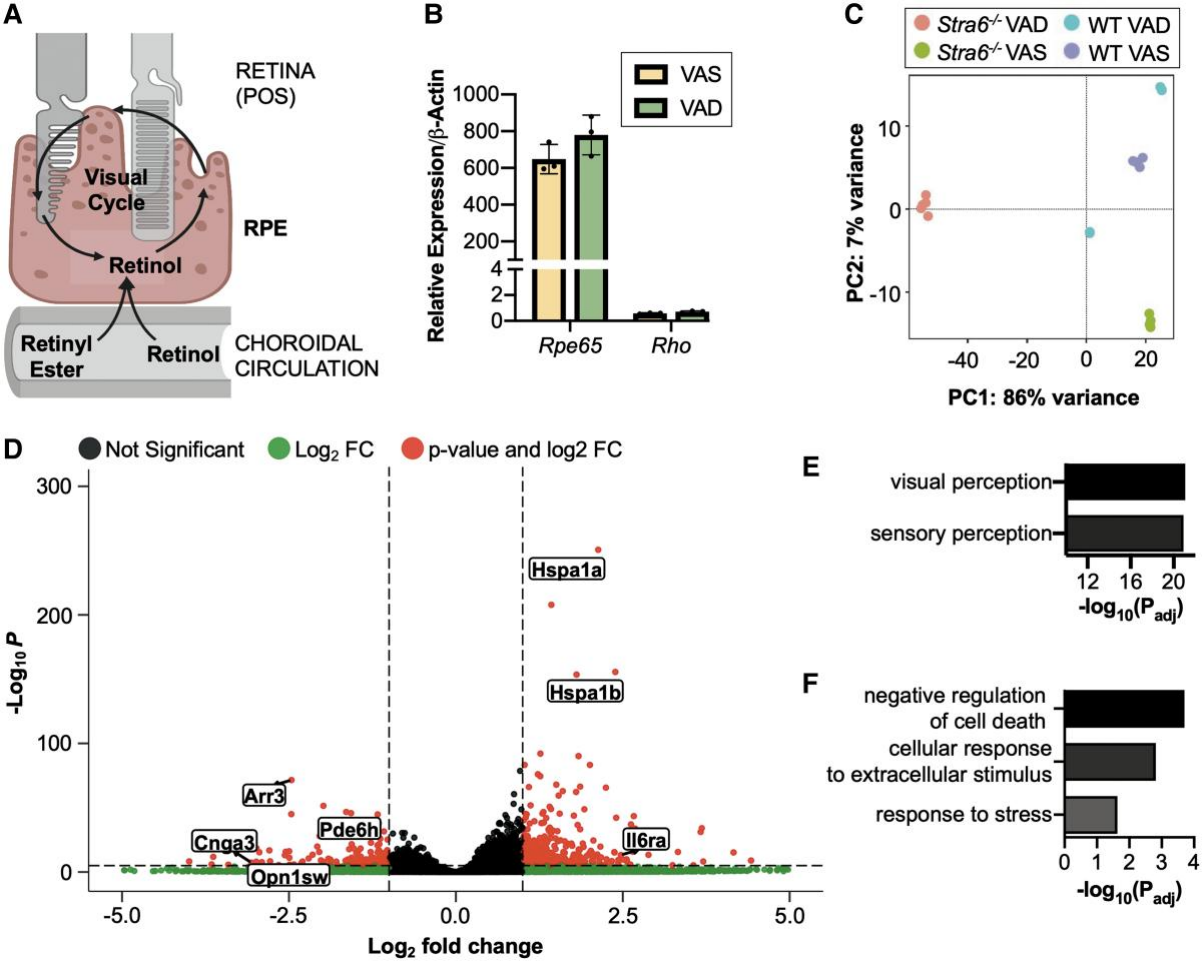
RPE–choroid isolation for bulk RNA-seq. Metabolism and cycling of retinoids exist in the RPE layer which is situated in between the retina and circulation (A). The outer eyecup, consisting of the RPE and choroid, was isolated from mice after a 12-week intervention with either a VAS or VAD diet. *Rpe65* and *Rho* gene expression in the outer cup was assessed using qPCR (B). Plot of the first two components of total gene expression data set (C). Volcano plot of significant genes (D) and GO BP ontology terms from the down-regulated (E) and up-regulated (F) gene sets based on comparing *Stra6^−/−^* VAS relative to WT VAS samples. *n* = 5 mice per group. *Arr3*, arrestin 3; *Cnga3*, cyclic nucleotide-gated channel alpha 3; *Hspa1a*, heat shock protein 1A; *Hspa1b*, heat shock protein 1B; *Il6ra*, interleukin-6 receptor; *Opn1sw*, opsin 1, short-wave-sensitive; *Pde6h*, phosphodiesterase 6H.

Both eyecups from each mouse were pooled together as a single biological replicate (*n* = 5 mice per group). 

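For each pair of libraries of a group, the recovered reads were compared with the noise expected from counting. The chi-square per gene, which is 1 for sampling noise alone, ranged from 7.93 to 16.8 in VAS WT, from 3.39 to 8.83 in VAS *Stra6-/-* and from 5.89 to 18.1 in the libraries labelled VAD *Stra6-/-*. In VAD WT it ranged from 7.11 to 11.1 among replicates 1, 3 and 5 and was 7.76 between replicates 2 and 4. Between these sets of replicates it ranged from 176 to 221. No pair of libraries differed by as little as sampling noise, so none were counted as 1. Separate preparations of 1 pool of RNA can differ by more than that too, so n counts libraries and does not show that each came from other mice. The tests take the libraries as independent, so their p-values would be too small if libraries share mice. *Xist*, transcribed from the inactive X chromosome of females, lies on chromosome X from 103460366 to 103483254 of GRCm38, and the Y-linked *Ddx3y* on chromosome Y from 1260771 to 1286629. *Xist* had a normalized value of 20.0 ± 11.3 (SD, n = 5) in VAS WT and 16448 ± 1023 (SD, n = 5) in VAS *Stra6-/-*. *Ddx3y* stood at 1109 ± 87.8 (SD, n = 5) in VAS WT. In VAS *Stra6-/-* it was 1.02 in replicate 1 and 0 in the other 4 libraries. Each of the 5 libraries labelled VAD *Stra6-/-* held both transcripts, *Xist* at 4011 ± 333 (SD, n = 5) and *Ddx3y* at 870.0 ± 96.7 (SD, n = 5). In VAD WT, replicates 1, 3 and 5 had *Xist* values of 174, 194 and 234 and *Ddx3y* values of 1041, 1064 and 1133. Replicates 2 and 4 of that group had *Xist* values of 10912 and 11767 and *Ddx3y* values of 75.2 and 80.5.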

All analyses were carried out on the data set comprised of 24,411 genes, and genes with low counts were prefiltered prior to running DESeq2. WT and VAS were used as reference levels for the genotype and diet factors, respectively. To gain insights into the similarity across the conditions, we performed principal component analysis (PCA) (Fig. 2C) and noted *Stra6^−/−^* groups clustered together away from the WT groups. 

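PCA was repeated on log2(value + 1) of the 500 most variable genes. On PC1 the mean score was 23.4 ± 1.50 (SD, n = 5) in VAS WT, 21.5 ± 15.6 (SD, n = 5) in VAD WT, 27.3 ± 0.304 (SD, n = 5) in VAS *Stra6-/-* and -72.2 ± 2.12 (SD, n = 5) in the libraries labelled VAD *Stra6-/-*. The PC2 score was -8.65 ± 1.79 (SD, n = 5) in VAS WT, -13.4 ± 16.8 (SD, n = 5) in VAD WT, 23.0 ± 1.38 (SD, n = 5) in VAS *Stra6-/-* and -0.954 ± 2.55 (SD, n = 5) in the libraries labelled VAD *Stra6-/-*. Measured between group means over all 500 genes, VAS *Stra6-/-* lay 37.1 from VAS WT, 38.7 from VAD WT and 102 from the libraries labelled VAD *Stra6-/-*. Among the 500 genes were 13 of 25 listed surface epithelium genes, 6 of 7 listed cornea genes and all 5 listed sex-linked genes. Of the genes the paper names, all 4 cone genes, 4 of 6 junction genes and 2 of 6 retinoid cycle genes were among them too. From its own plot (Fig. 2C), the paper notes a separation of the *Stra6-/-* groups from the WT groups.

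**Figure D2:**
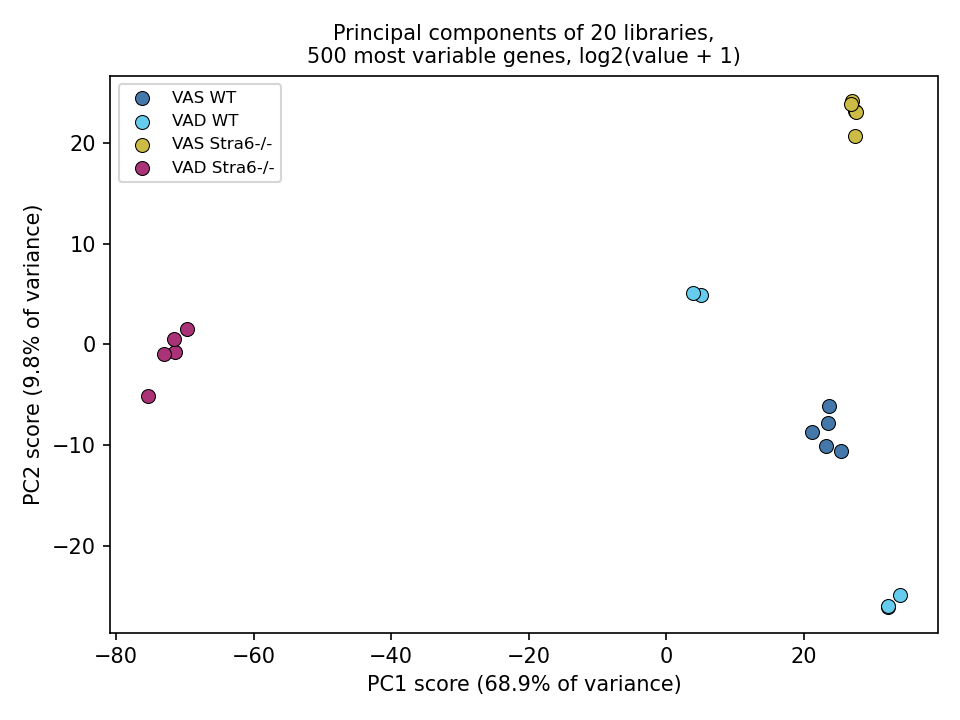
Scores on PC1 and PC2 (no unit) of the 20 libraries, 5 per group, from log2(value + 1) of the 500 most variable genes; each point is 1 library and colors mark the groups. The libraries labelled VAD *Stra6-/-* have PC1 scores from -75.3 to -69.7, and the 5 VAD WT libraries spread from 3.87 to 34.0.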

Differential expression (DE) and pathway analyses were carried out on genes with an adjusted *P* < 0.05 and a log_2_ fold change >2 or <−2.

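Of 18807 genes tested between VAS *Stra6-/-* and VAS WT, 5010 had an adjusted p under 0.05 (limma), 2984 of them higher and 2026 lower in VAS *Stra6-/-*. A log2 fold change beyond 2 as well was reached by 207 genes, of which 64 were lower and the others higher. The log2 threshold moved these counts most, to 621 higher and 305 lower genes at a log2 fold change beyond 1. Following the rule set for naming genes, the largest rises were in *Xist*, with a log2 fold change of 9.78 (standard error 0.92, adjusted p = 1.13e-07, limma), in *Fosl1*, with a log2 fold change of 7.32 (standard error 0.81, adjusted p = 9.26e-07, limma), and in *Prb1*, with a log2 fold change of 4.43 (standard error 0.78, adjusted p = 2.07e-04, limma). The largest falls were in the Y-linked genes *Ddx3y*, which was at least 376-fold lower in VAS *Stra6-/-* when set against a floor of 3 reads, *Kdm5d*, at least 117-fold lower, and *Eif2s3y*, with a log2 fold change of -9.19 (standard error 0.65, adjusted p = 1.96e-09, limma). Among the Y-linked genes listed, the highest value in a VAS *Stra6-/-* library was 4.39, of *Eif2s3y* in replicate 2, and the lowest in a VAS WT library was 281, of *Uty* in replicate 4, so these genes separate the groups the same way as genotype.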

We analyzed differentially expressed transcripts in VAS *Stra6^−/−^* samples relative to VAS WT samples. Significantly down-regulated genes included *Cnga3*, *Pde6h*, *Opn1sw*, and *Arr3* which are all involved specifically in the cone phototransduction pathway (Fig. 2D). Furthermore, we observed enrichment for gene ontologies (GO) including visual and sensory perception (fold enrichment = 40) (Fig. 2E). 

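The 4 cone genes had a median log2 fold change of -2.32 between VAS *Stra6-/-* and VAS WT (adjusted p = 1.31e-04, limma's camera test). *Cnga3* lies on chromosome 1 from 37214434 to 37263384 of GRCm38, *Pde6h* on chromosome 6 from 136923832 to 136968865, *Opn1sw* on chromosome 6 from 29376671 to 29388468 and *Arr3* on chromosome X from 100605497 to 100618493. *Pde6h* had a normalized value of 113 ± 3.13 (SD, n = 5) against 478 ± 24.4 (SD, n = 5), a log2 fold change of -2.07 (standard error 0.26, adjusted p = 4.10e-06, limma). For *Opn1sw* the values were 146 ± 14.6 (SD, n = 5) against 671 ± 79.1 (SD, n = 5), a log2 fold change of -2.19 (standard error 0.35, adjusted p = 6.64e-05, limma). *Arr3* fell from 446 ± 49.7 (SD, n = 5) to 80.8 ± 9.30 (SD, n = 5), a log2 fold change of -2.45 (standard error 0.49, adjusted p = 7.59e-04, limma). In these 3 genes every VAS *Stra6-/-* library was below every VAS WT library. The less abundant *Cnga3* had values of 6.36 ± 6.07 (SD, n = 5) against 52.2 ± 26.3 (SD, n = 5), with overlapping ranges, and a log2 fold change of -3.04 (standard error 0.55, adjusted p = 2.76e-04, limma). All 4 genes passed an adjusted p of 0.05 both over all genes and adjusted over the list alone, which is not independent evidence because the study chose the list on these samples. Of 14 cone genes in a longer list, 4 of them the same, 13 were lower, with a median of -1.45. The median was 0.02 for 20 rod genes and -0.29 for 18 genes of the inner retina. The paper reasons from the 4 genes and an enrichment of visual perception terms that cone phototransduction is affected, and turns to electroretinography.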

Results from full-field electroretinography supported these findings. Photopic responses, mediated by cone cells, were significantly dampened in *Stra6^−/−^* mice (Fig. 3A). The pattern was similar in dark-adapted, rod cell-driven scotopic a- and b-wave amplitudes (Fig. 3B and C).

**Fig. 3.**
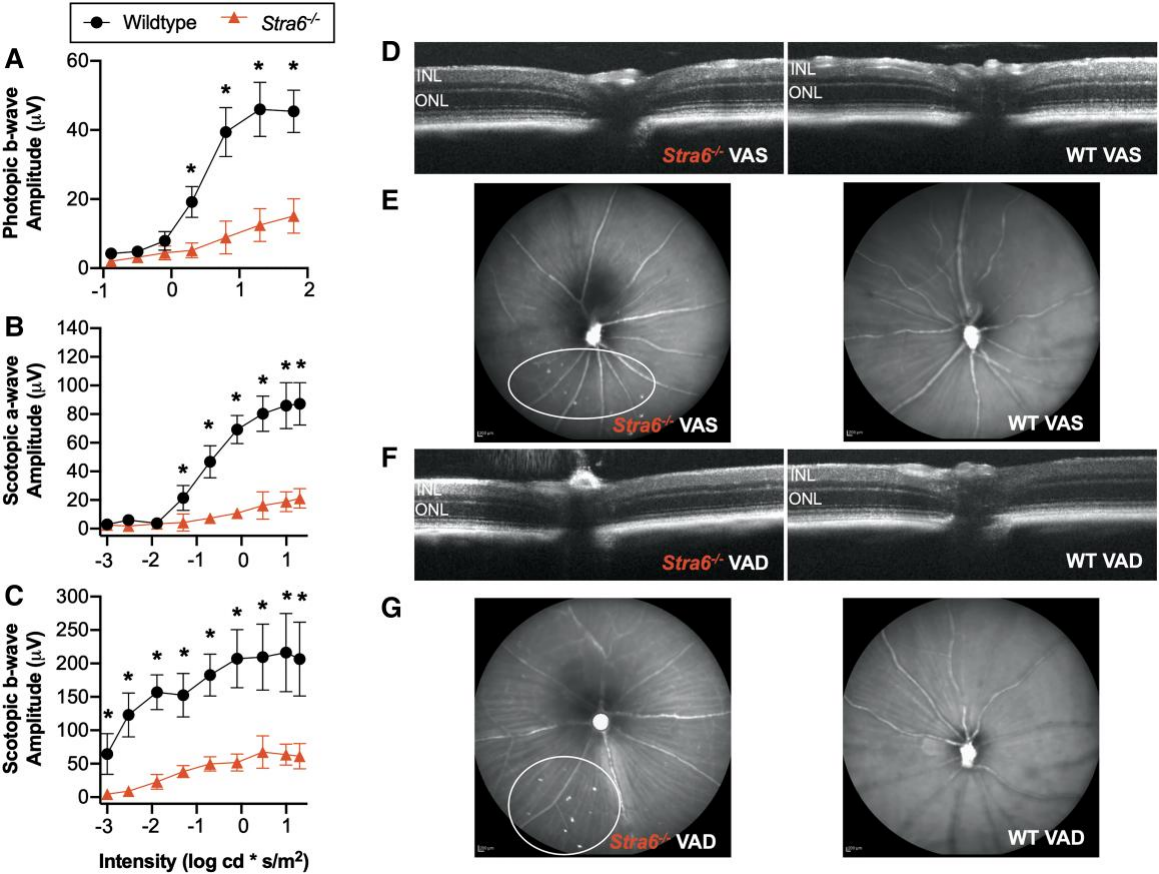
Assessing retina function and morphology. ERG photopic (A) and scotopic (B, C) responses from *Stra6^−/−^* and WT mice (*n* = 4) on a VAS diet for 12 weeks. Representative OCT (D, F) and SLO (E, G) images. Circles indicate autofluorescent spots. INL, inner nuclear layer; ONL, outer nuclear layer. Values presented as mean ± SD. *P < 0.05, unpaired two-tailed *t* test.

### Mild VAD led to inflammation and stress in the RPE

When we analyzed retina morphology by optical coherence tomography (OCT), we did not notice pronounced changes in thickness of the retina layers of *Stra6^−/−^* VAS mice (Figs. 3D and S2). However, scanning laser ophthalmoscope (SLO) images revealed autofluorescent spots in the ventral region of *Stra6^−/−^* that were absent in the retina of WT mice (Fig. 3E and G). Such spots have been previously identified as indication of microglia and macrophage infiltrating and clearing apoptotic photoreceptor cells (31–33). The impact on the retina may be associated with stress in the RPE, as suggested by the enrichment of GO terms cellular response to extracellular stimulus (fold enrichment = 6.8) and response to stress (fold enrichment = 1.6) as well as by the higher transcript levels of *Hspa1a*, *Hspa1b*, and *Angptl4* genes (Fig. 2D and F). 

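*Hspa1a* (chromosome 17 from 34969190 to 34972156 of GRCm38) and *Hspa1b* (chromosome 17 from 34956436 to 34959238) are paralogs, whose reads a count per gene divides between them. *Hspa1a* had a normalized value of 15156 ± 451 (SD, n = 5) against 3457 ± 263 (SD, n = 5) in VAS *Stra6-/-* against VAS WT, a log2 fold change of 2.13 (standard error 0.07, adjusted p = 5.21e-15, limma). *Hspa1b* stood at 43782 ± 1315 (SD, n = 5) against 8362 ± 527 (SD, n = 5), a log2 fold change of 2.39 (standard error 0.09, adjusted p = 8.67e-14, limma). The log2 of their summed values, which does not depend on how reads were divided, rose by 2.32 (exact permutation test, two-sided p = 0.00794). In the libraries labelled VAD *Stra6-/-* the 4 stress genes the paper names had a median log2 fold change of -1.21 against VAD WT (adjusted p = 0.12, limma's camera test) and of -3.16 against VAS *Stra6-/-* (adjusted p = 0.00494, the same test), with 3 lower and 1 higher in each. *Angptl4* on chromosome 17 from 33773750 to 33781830 rose from VAS WT to VAS *Stra6-/-*, from 208 ± 26.7 (SD, n = 5) to 869 ± 33.5 (SD, n = 5), a log2 fold change of 2.06 (standard error 0.19, adjusted p = 9.83e-08, limma). In all 3 genes every VAS *Stra6-/-* library was above every VAS WT library. A list of 13 immediate early genes, which respond within minutes to many stimuli, had a median log2 fold change of 1.33 in the same comparison (adjusted p = 1.05e-07, limma's camera test), and 10 other heat shock genes had one of 0.82 (adjusted p = 1.04e-07, the same test).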

Angiopoietin-like proteins are involved in a variety of processes including angiogenesis, vascular permeability, and inflammation, and ANGPTL4 specifically has been implicated in oxidative stress in the RPE (34). Additionally, this was accompanied by the increased expression of *Il6ra*, encoding the interleukin-6 signal transducer receptor, in VAS *Stra6^−/−^* mice.

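*Il6ra* lies on chromosome 3 from 89864059 to 89913196 of GRCm38. Its normalized value was 155 ± 9.44 (SD, n = 5) against 27.8 ± 12.8 (SD, n = 5) in VAS *Stra6-/-* against VAS WT, a log2 fold change of 2.58 (standard error 0.36, adjusted p = 1.63e-05, limma), and the ranges of the groups did not overlap. With each library left out in turn, the log2 fold change stayed between 2.26 and 2.78.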

### VAD affects the retinoid cycle pathway in *Stra6^−/−^* mice

PCA revealed VAD *Stra6^−/−^* samples were separated from not only WT but also VAS *Stra6^−/−^* samples (Fig. 2C). This accounted for the 86% variance in the first principal component (PC1). 

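In the repeated PCA on 500 genes, PC1 held 68.9% of the variance and PC2 9.81%. The share on PC1 was 41.4% when all genes were used, the alternative that moved it most.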

We identified DE genes in the VAD *Stra6^−/−^* and WT samples relative to the respective VAS samples. 

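Between VAD WT and VAS WT, 1652 of 18807 genes had an adjusted p under 0.05 (limma), 618 higher and 1034 lower on the VAD diet. With the test restricted to these 2 groups the count was 639, and without replicate 4 of VAD WT it was 2651. Replicates 2 and 4 of VAD WT differed from replicates 1, 3 and 5 in sex-linked transcripts and in genes of retina, sclera and surface epithelium, which widens the spread of this group. Of 100 splits of these 10 libraries drawn from 126, 10 gave at least as many genes, the real split included. *Xist* had a log2 fold change of 5.75 (standard error 0.92, adjusted p = 2.66e-04, limma), but an adjusted p of 0.0531 with only these 2 groups in the limma fit. The other named rises were *Angptl7*, with a log2 fold change of 2.26 (standard error 0.28, adjusted p = 1.23e-05, limma), and *Cpne7*, with a log2 fold change of 1.59 (standard error 0.26, adjusted p = 3.10e-04, limma). The named falls were *Olfm4*, with a log2 fold change of -3.45 (standard error 0.70, adjusted p = 0.00276, limma), *Clca3b*, with a log2 fold change of -3.18 (standard error 0.60, adjusted p = 0.00132, limma), and *Ltf*, with a log2 fold change of -3.10 (standard error 0.22, adjusted p = 5.72e-09, limma). Between the libraries labelled VAD *Stra6-/-* and VAS *Stra6-/-*, 10004 genes had an adjusted p under 0.05, 4596 higher and 5408 lower. Here the named genes were the Y-linked *Ddx3y*, at least 295-fold higher than a floor of 3 reads in VAS *Stra6-/-*, *Uty*, at least 61.8-fold higher, and *Eif2s3y*, with a log2 fold change of 7.07 (standard error 0.65, adjusted p = 6.30e-09, limma). The largest falls were in *Fam83b*, with a log2 fold change of -7.80 (standard error 0.51, adjusted p = 2.61e-11, limma), *Gm9573*, with a log2 fold change of -6.89 (standard error 0.24, adjusted p = 7.34e-16, limma), and *Col17a1*, with a log2 fold change of -6.88 (standard error 0.24, adjusted p = 1.21e-15, limma).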

Analyses, using a false discovery rate (FDR) cutoff at 0.05, uncovered 482 genes in VAD WT and 8,387 in VAD *Stra6^−/−^* groups (Fig. 4A). Based on the two analyses, there was an overlap of 1,742 genes in this comparison.

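By the same limma tests, 1315 genes had an adjusted p under 0.05 in both diet comparisons, where 879 would be shared by chance, 337 in VAD WT alone and 8689 in the libraries labelled VAD *Stra6-/-* alone. The comparisons have no library in common, but the fit gives both the same spread per gene, so 879 is only a rough expectation. Of the shared genes, 571 (43.4%) moved the same way, 162 higher and 409 lower in both, and 744 moved in opposite directions. The difference between the diet effects was tested as a genotype-by-diet interaction, which 8319 genes passed at an adjusted p under 0.05 (limma). Of the shared genes 1043 passed it, and 229 of the 337 genes in VAD WT alone. Without replicate 4 of VAD WT, 1993 genes were shared and 658 were in VAD WT alone, and without replicate 2 of VAD WT the latter were 573. With DESeq2 on 19 libraries in place of limma, 1660 genes were shared, 500 were in VAD WT alone and 8067 in the libraries labelled VAD *Stra6-/-* alone.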

**Fig. 4.**
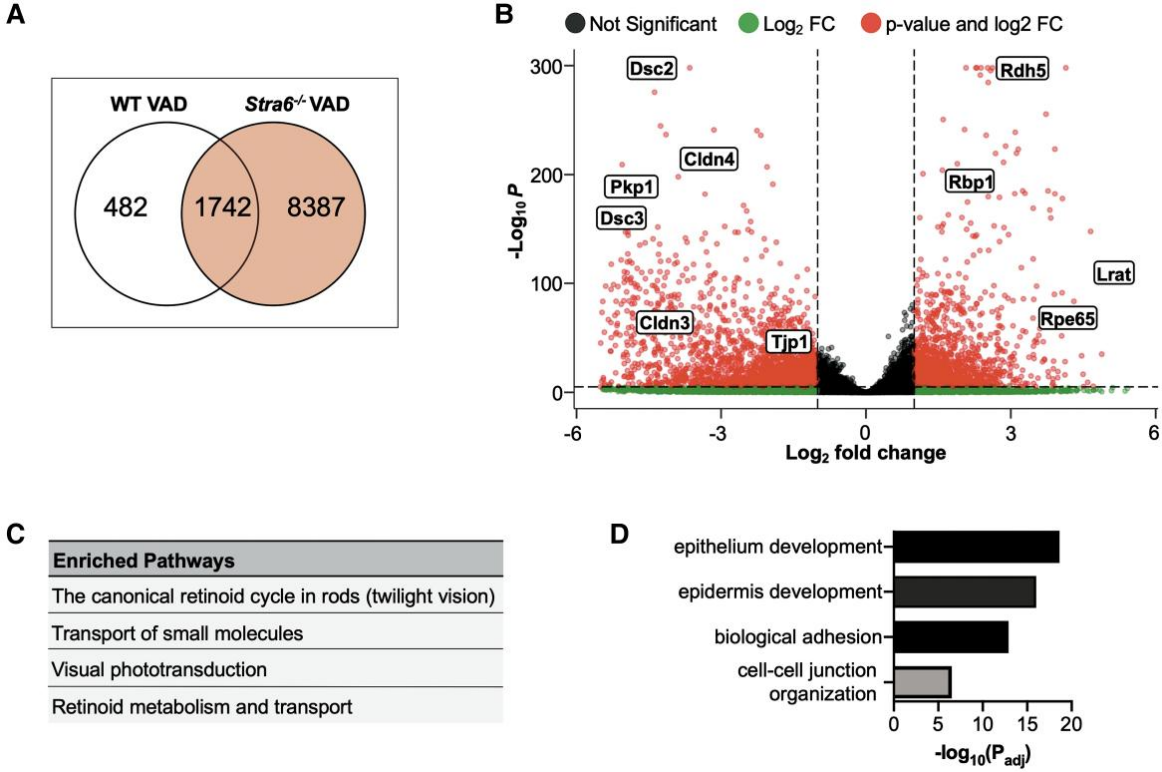
Comparison between *Stra6^−/−^* and WT mice on a VAD diet. Venn diagram representing the overlap of differentially expressed genes between WT and *Stra6^−/−^* VAD samples (A). Volcano plot of significant genes (B). Enriched pathways (C) and GO BP ontology terms from the down-regulated (D) genes comparing *Stra6^−/−^* VAD relative to WT VAD samples. *n* = 5 mice per group. *Cldn3*, claudin 3; *Cldn4*, claudin 4; *Dsc2*, desmocollin 2; *Dsc3*, desmocollin 3; *Lrat*, lecithin–retinol acyltransferase; *Pkp1*, plakophilin 1; *Rdh5*, retinol dehydrogenase 5; *Rbp1*, retinol-binding protein 1, cellular; *Rpe65*, retinal pigment epithelium 65; *Tjp1*, tight junction protein 1.

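Between the libraries labelled VAD *Stra6-/-* and VAD WT, 10504 genes had an adjusted p under 0.05 (limma), 4935 higher and 5569 lower. A log2 fold change beyond 2 was reached by 662 higher and 1290 lower genes, and a change beyond 1 by 2107 and 2957. The named rises were *Il6*, with a log2 fold change of 6.71 (standard error 0.83, adjusted p = 5.69e-07, limma), *Pcdhac2*, with a log2 fold change of 6.08 (standard error 1.38, adjusted p = 7.31e-04, limma), and *Serpine3*, with a log2 fold change of 5.38 (standard error 0.93, adjusted p = 4.34e-05, limma). Their size depended on the setting: it ranged from 5.16 to 7.41 for *Il6*, from 3.27 to 7.11 for *Pcdhac2* and from 3.42 to 6.18 for *Serpine3*. The named falls were *Syt8*, with a log2 fold change of -7.85 (standard error 0.57, adjusted p = 1.70e-10, limma), *Slurp1*, with a log2 fold change of -7.54 (standard error 0.39, adjusted p = 7.11e-13, limma), and *Lypd2*, with a log2 fold change of -7.48 (standard error 0.41, adjusted p = 1.81e-12, limma). *Slurp1* fell from 21745 ± 14745 (SD, n = 5) to 85.7 ± 4.18 (SD, n = 5), and the cornea keratin *Krt12* from 279050 ± 150542 (SD, n = 5) to 2851 ± 512 (SD, n = 5).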

We next performed DE and pathway analyses for VAD *Stra6^−/−^* relative to VAD WT (Fig. 4B–D). For the highly expressed transcripts, we found that the most significantly enriched pathways include the canonical retinoid cycle in rods and retinol metabolism (fold enrichment = 16.4) (Fig. 4C). The genes associated with these pathways are retinol dehydrogenases (*Rdh5* and *Rdh10*), retinoid-binding proteins (*Rbp1* and *Rlbp1*), lecithin retinol acyltransferase (*Lrat*), and retinoid isomerase (*Rpe65*). This suggested that severe VAD results in a transcriptional up-regulation of retinoid cycle genes or a selective stabilization of their transcripts.

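The 6 retinoid cycle genes had a median log2 fold change of 3.87 between the libraries labelled VAD *Stra6-/-* and VAD WT (adjusted p = 3.66e-07, limma's camera test), and all 6 passed an adjusted p of 0.05 over all genes as well as adjusted over the list alone, a list the study chose on these samples. On GRCm38, *Rpe65* lies on chromosome 3 from 159599175 to 159625321, *Lrat* on chromosome 3 from 82892579 to 82903973, *Rlbp1* on chromosome 7 from 79374870 to 79387048 and *Rdh5* on chromosome 10 from 128913593 to 128922888. *Rpe65* had a normalized value of 44337 ± 1173 (SD, n = 5) against 2402 ± 1402 (SD, n = 5), a log2 fold change of 4.41 (standard error 0.24, adjusted p = 1.84e-12, limma). The largest rise was in *Lrat*, from 551 ± 309 (SD, n = 5) to 19569 ± 822 (SD, n = 5), a log2 fold change of 5.33 (standard error 0.24, adjusted p = 5.92e-14, limma). The log2 fold change was 3.26 for *Rdh5*, 4.86 for *Rdh10* and 3.34 for *Rlbp1*. In each of the 6 genes every library labelled VAD *Stra6-/-* was above every VAD WT library. Across the alternatives the median stayed between 3.70 and 4.09. Against VAS *Stra6-/-* the median was 2.69, and in VAD WT against VAS WT it was -1.16. A list of 20 other RPE genes, 4 of them shared with another list, had a median of 2.83 in the first comparison, and 12 melanosome genes one of 2.33. The paper proposes that the retinoid cycle genes are transcribed more or their transcripts stabilized under severe VAD.

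**Figure D3:**
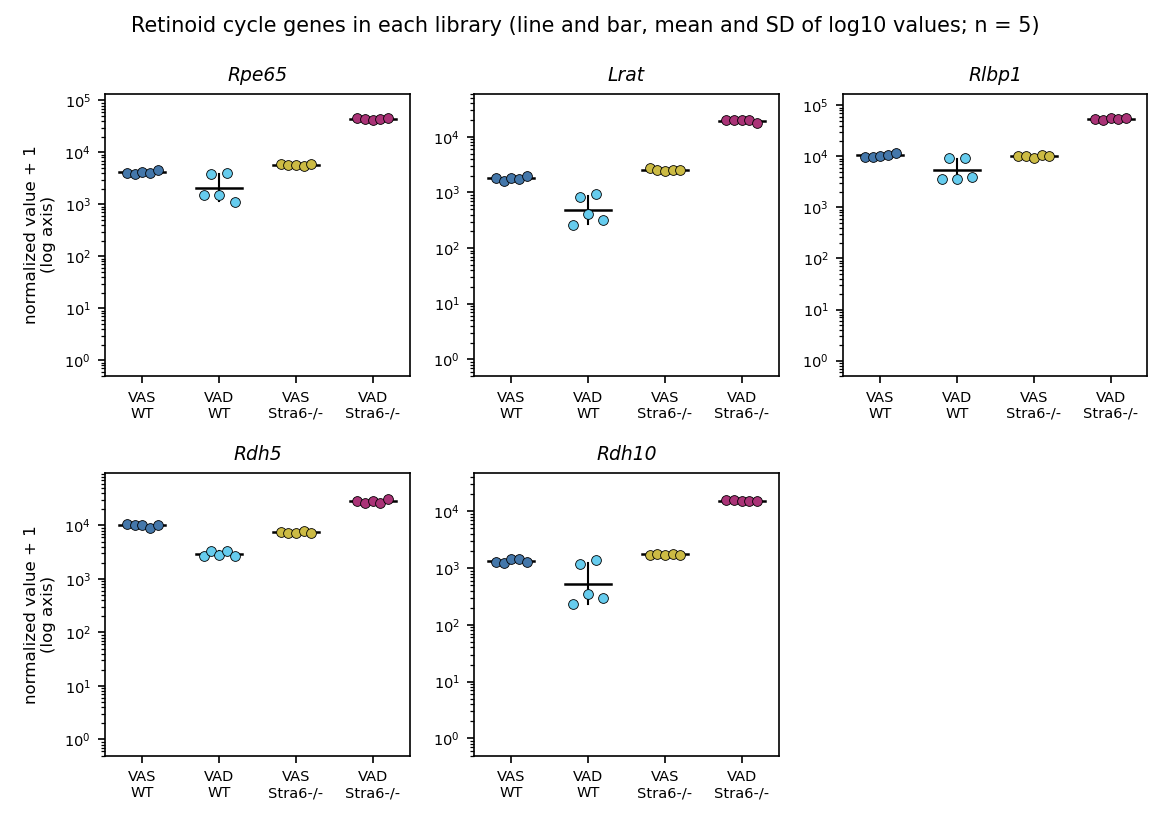
Normalized values plus 1 (log axis) of 5 retinoid cycle genes in each of the 20 libraries (points), with the mean and SD of the log10 values of the 5 libraries of each group (lines and bars). In the libraries labelled VAD *Stra6-/-* *Rpe65* lies between 42395 and 45414, and in VAD WT between 1107 and 3945.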

### Consequences of VAD on structure of the outer BRB

The top biological processes (BP) that are enriched in VAD *Stra6^−/−^* compared with VAD WT include epithelium development, cell adhesion, and cell–cell junction organization (fold enrichment = 2) (Fig. 4D). The genes that are down-regulated in these processes are claudins (*Cldn3* and *Cldn4*), plakophilin-1 (*Pkp1*), and desmocollins (*Dsc2* and *Dsc3*). These different classes encode cell junction proteins in the RPE (Fig. 4B). 

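The junction genes *Cldn3* (chromosome 5 from 134986214 to 134987472 of GRCm38), *Cldn4* (chromosome 5 from 134945119 to 134946934), *Pkp1* (chromosome 1 from 135871395 to 135919207), *Dsc2* (chromosome 18 from 20030633 to 20059554) and *Dsc3* (chromosome 18 from 19960930 to 20002351), together with *Tjp1*, had a median log2 fold change of -4.22 between the libraries labelled VAD *Stra6-/-* and VAD WT (adjusted p = 4.11e-07, limma's camera test). *Cldn3* fell from 825 ± 339 (SD, n = 5) to 47.3 ± 13.3 (SD, n = 5), a log2 fold change of -4.03 (standard error 0.24, adjusted p = 6.87e-12, limma). *Cldn4* had a normalized value of 412 ± 64.8 (SD, n = 5) against 3848 ± 457 (SD, n = 5), a log2 fold change of -3.23 (standard error 0.10, adjusted p = 1.76e-16, limma). For *Dsc2* the values were 306 ± 36.3 (SD, n = 5) against 6575 ± 1161 (SD, n = 5), a log2 fold change of -4.41 (standard error 0.10, adjusted p = 9.29e-18, limma). The log2 fold change was -4.75 for *Pkp1* and -4.94 for *Dsc3*, and in all 5 genes every library labelled VAD *Stra6-/-* was below every VAD WT library. All passed an adjusted p of 0.05 over all genes and adjusted over the list alone, a list the study chose on these samples. Across the alternatives the median stayed between -4.36 and -4.10. In VAS *Stra6-/-* against VAS WT the median was 0.93 and in VAD WT against VAS WT -0.09. For 25 genes of stratified surface epithelium such as cornea, conjunctiva and skin the median was -3.74 between the libraries labelled VAD *Stra6-/-* and VAD WT, and all 25 fell. For 19 genes of a general list of tight and adherens junctions, which shares 6 of its genes with other lists, the median was -0.35, with 9 higher and 10 lower; without the genes that are also in the paper's junction lists, 17 genes had a median of 0.25, with 9 higher and 8 lower.

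**Figure D4:**
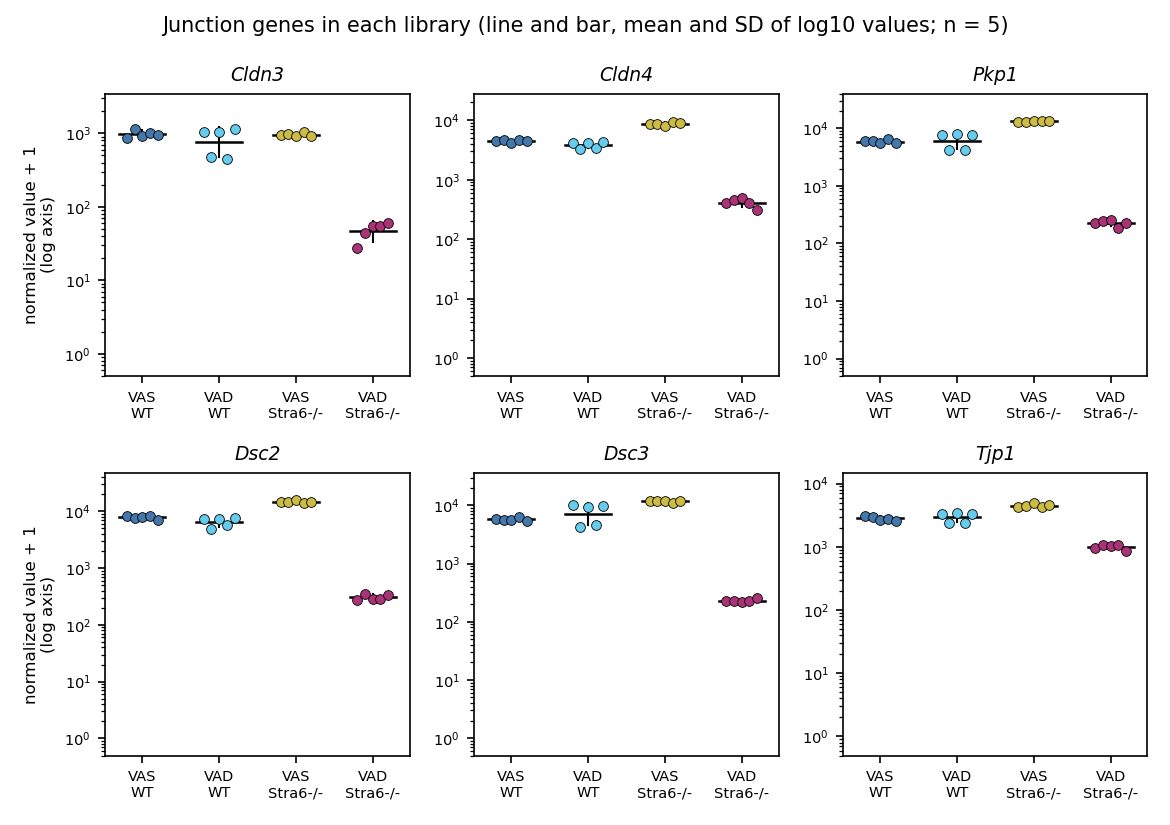
Normalized values plus 1 (log axis) of 6 junction genes in each of the 20 libraries (points), with the mean and SD of the log10 values of the 5 libraries of each group (lines and bars). *Tjp1* lies between 859 and 1085 in the libraries labelled VAD *Stra6-/-*, below the lowest VAD WT value of 2389.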

The desmocollins are cadherins which, together with plakophilins, reside within desmosomal plaques at the basolateral side of the epithelium (35). Claudin proteins make up part of the tight junctions which confer selective barrier function of the oBRB. 

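The 15 cell junction genes that Fig. S4A names fell together between the libraries labelled VAD *Stra6-/-* and VAS *Stra6-/-*, with a median log2 fold change of -4.03 (adjusted p = 1.02e-15, limma's camera test) and all 15 lower. Each passed an adjusted p of 0.05 over all genes and adjusted over the list alone, and the study chose this list on these samples. *Dsp* (chromosome 13 from 38151294 to 38198577 of GRCm38) had a normalized value of 1580.3 ± 94.8 (SD, n = 5) against 40998 ± 1589 (SD, n = 5), a log2 fold change of -4.70 (standard error 0.11, adjusted p = 2.98e-18, limma). *Krt14* stood at 2616 ± 340.2 (SD, n = 5) against 30047 ± 909 (SD, n = 5), a log2 fold change of -3.53 (standard error 0.09, adjusted p = 9.53e-18, limma), and *Krt5* at 7236 ± 754 (SD, n = 5) against 257238 ± 6326 (SD, n = 5), a log2 fold change of -5.16 (standard error 0.26, adjusted p = 3.54e-13, limma). *F11r*, with a log2 fold change of -2.71 (standard error 0.13, adjusted p = 1.45e-13, limma), and *Prkci*, with a log2 fold change of -2.04 (standard error 0.10, adjusted p = 1.57e-13, limma), fell less. Across the alternatives the median stayed between -4.12 and -3.96.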

The effect of the diet on the *Stra6* genotype, as seen by differential analysis between VAD and VAS *Stra6^−/−^*, reiterates the effect on cell adhesion (Fig. S4A). The significantly down-regulated *Tjp1* gene encodes one of the major RPE tight junction proteins zonula occludens (ZO)-1. 

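*Tjp1* lies on chromosome 7 from 65296165 to 65527781 of GRCm38. In the libraries labelled VAD *Stra6-/-* its normalized value was 1001 ± 94.5 (SD, n = 5), against 4485 ± 273 (SD, n = 5) in VAS *Stra6-/-*, a log2 fold change of -2.17 (standard error 0.10, adjusted p = 8.97e-14, limma). Against the 2946 ± 509 (SD, n = 5) of VAD WT, the change was -1.54 (standard error 0.10, adjusted p = 2.45e-11, limma). Every one of the libraries labelled VAD *Stra6-/-* was below each library of the other groups compared. From the junction genes and *Tjp1* the paper proposes that vitamin A restriction affects the structure of the oBRB.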

ZO-1, together with occludins, contributes to forming an intact barrier and is integral for preserving RPE polarity (35). These results collectively suggest that vitamin A restriction significantly affects the structural integrity of the oBRB.

In accordance with the ocular retinoids (Fig. 1B and C), retina morphology (Figs. 3F and S2), and electroretinography (ERG) responses (Fig. S3), we did not note considerable changes in the VAD WT group. However, of the gene set, transcript levels of *Thbs4* which encodes the extracellular matrix (ECM) protein Thrombospondin-4 (TSP-4) were significantly higher. 

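*Thbs4* lies on chromosome 13 from 92751590 to 92794818 of GRCm38. Its normalized value was 5589 ± 6202 (SD, n = 5) in VAD WT and 1089.7 ± 71.7 (SD, n = 5) in VAS WT, a log2 fold change of 1.38 (standard error 0.54, adjusted p = 0.129, limma). In VAD WT, replicates 2 and 4 had values of 12507 and 12257, and replicates 1, 3 and 5 values of 1042, 1066 and 1074, within the VAS WT range from 1002 to 1198. An exact permutation test over the 10 libraries gave a two-sided p of 0.317. With each library left out in turn, the log2 fold change ranged from 0.85 to 1.74; it was 0.85 without replicate 2 and 0.85 without replicate 4 of VAD WT. DESeq2 on 19 libraries gave a log2 fold change of 2.36 with an adjusted p of 0.00123, and edgeR one of 2.37 with an adjusted p of 0.0106. In the libraries labelled VAD *Stra6-/-* the value was 11847 ± 392 (SD, n = 5), against 2013 ± 65.2 (SD, n = 5) in VAS *Stra6-/-*, a log2 fold change of 2.56 (standard error 0.54, adjusted p = 4.13e-04, limma).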

Elevated TSP-4 protein expression in injured tissues has been associated with mechanisms of ECM remodeling (36). Similarly, the ECM organization pathway (fold enrichment = 2.6) was significantly enriched in VAD *Stra6^−/−^* (Fig. S4B). 

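The 9 ECM genes that Fig. S4B names had a median log2 fold change of 2.37 between the libraries labelled VAD *Stra6-/-* and VAS *Stra6-/-* (adjusted p = 4.69e-07, limma's camera test), and all 9 were higher. *Dcn* (chromosome 10 from 97479609 to 97518143 of GRCm38) rose from 16374 ± 234 (SD, n = 5) to 117274 ± 4307 (SD, n = 5), a log2 fold change of 2.84 (standard error 0.26, adjusted p = 5.36e-09, limma), and *Lum* from 2433 ± 80.5 (SD, n = 5) to 10294 ± 323 (SD, n = 5), a log2 fold change of 2.08 (standard error 0.16, adjusted p = 4.01e-10, limma). Across the alternatives the median stayed between 2.33 and 2.40. A list of 12 sclera and fibroblast genes, which holds 2 genes of other lists, had a median of 1.71, and 8 tendon genes one of 2.45. The 7 transport genes of the same figure, 6 of them solute carriers, had a median of 2.37.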

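*Comp* (chromosome 8 from 70373558 to 70382066 of GRCm38) had a normalized value of 6676 ± 374 (SD, n = 5) against 661 ± 91.2 (SD, n = 5) in the libraries labelled VAD *Stra6-/-* against VAS *Stra6-/-*, a log2 fold change of 3.34 (standard error 0.49, adjusted p = 5.11e-06, limma). *Mmp12* (chromosome 9 from 7344381 to 7369499) had values of 678 ± 39.6 (SD, n = 5) against 132 ± 25.7 (SD, n = 5), a log2 fold change of 2.37 (standard error 0.18, adjusted p = 4.17e-10, limma). Set against VAD WT, the log2 fold change was 2.69 for *Comp* and 2.81 for *Mmp12*. The 5 VAD WT values of *Comp* ranged from 369 to 3839, higher in replicates 2 and 4 than in the other 3.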

*Comp* and *Mmp12*, encoding additional ECM remodeling proteins, transcripts were abundant, implying alterations in the structural support between the RPE, Bruch's membrane, and choroid.

### Severe VAD disrupted oBRB maintenance and permeability

The modest elevated RPE65 protein expression in RPE tissue from mice on a VAD diet (Figs. 5A and B and S5) correlates with the enrichment of the retinoid cycle pathway in VAD *Stra6^−/−^* samples (Figs. 4C and S4B). Quantitative PCR results further supported the increase in visual cycle gene expression (Fig. 5C) as well as the decrease in expression of genes encoding cellular junction proteins. Epithelial marker E-cadherin *Cdh1* and desmosomal cadherin *Dsc2* were down-regulated in *Stra6^−/−^* compared with WT (Fig. 5D). Intercellular adhesion proteins serve to preserve tissue integrity and RPE structure, and therefore, we prepared whole RPE flatmounts stained with ZO-1 to assess overall morphology. RPE tissue consists of a distinct single layer of cells that are hexagonally packed, as illustrated in the WT VAS and VAD groups (Fig. 6A and B). However, anomalies were predominantly detected in STRA6-deficient RPE tissues. Under the VAS conditions, a few epithelial cells no longer conformed to this pattern, whereas considerable variability in cell shape and size occurred with VAD (Fig. 6C and D).

**Fig. 5.**
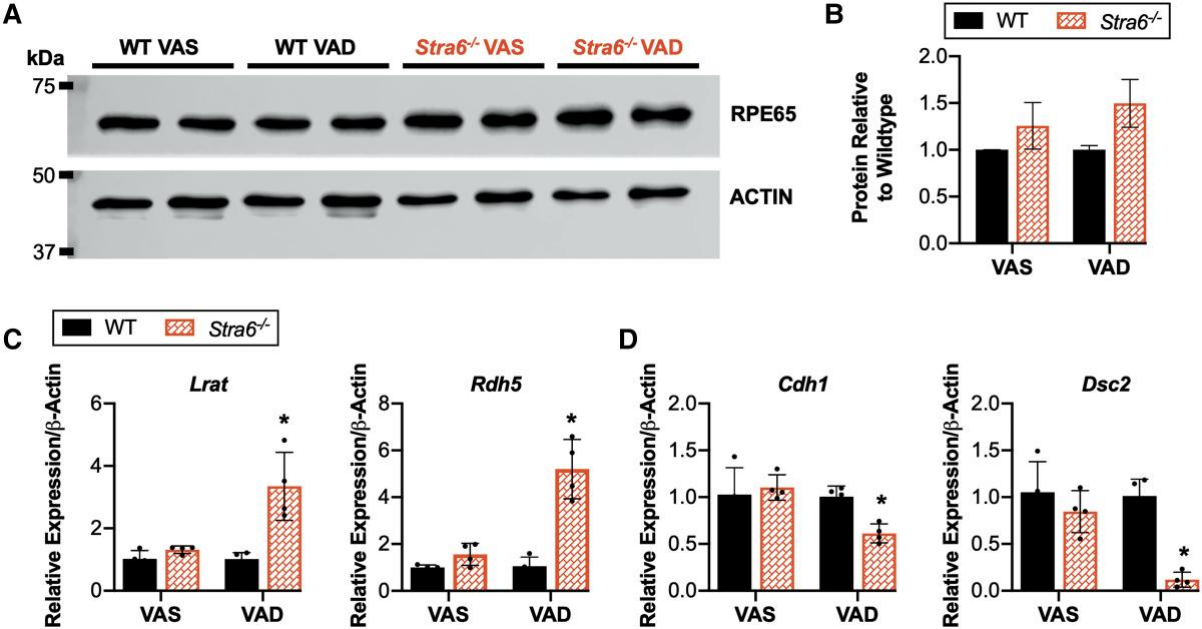
Validation by western blot and qPCR. The protein levels of RPE65 were assessed by western blot analysis (A). The loading control β-actin was used for normalization, and the corresponding expression was quantified relative to WT genotype (B). RPE–choroid tissue from four mice (*n* = 4) were isolated, and each lane represents a unique pool from two mice. The RPE expresses visual cycle genes *Lrat* and *Rdh5* which have been quantified by PCR (C). Relative quantification of mRNA for *Cdh1* and *Dsc2* which encode for intercellular junction proteins (D). *Cdh1*, cadherin 1; *Dsc2*, desmocollin 2; *Lrat*, lecithin–retinol acyltransferase; *Rdh5*, retinol dehydrogenase 5; *Rpe65*, retinal pigment epithelium 65. Values presented as mean ± SD. *P < 0.05 between genotypes, within diet.

**Fig. 6.**
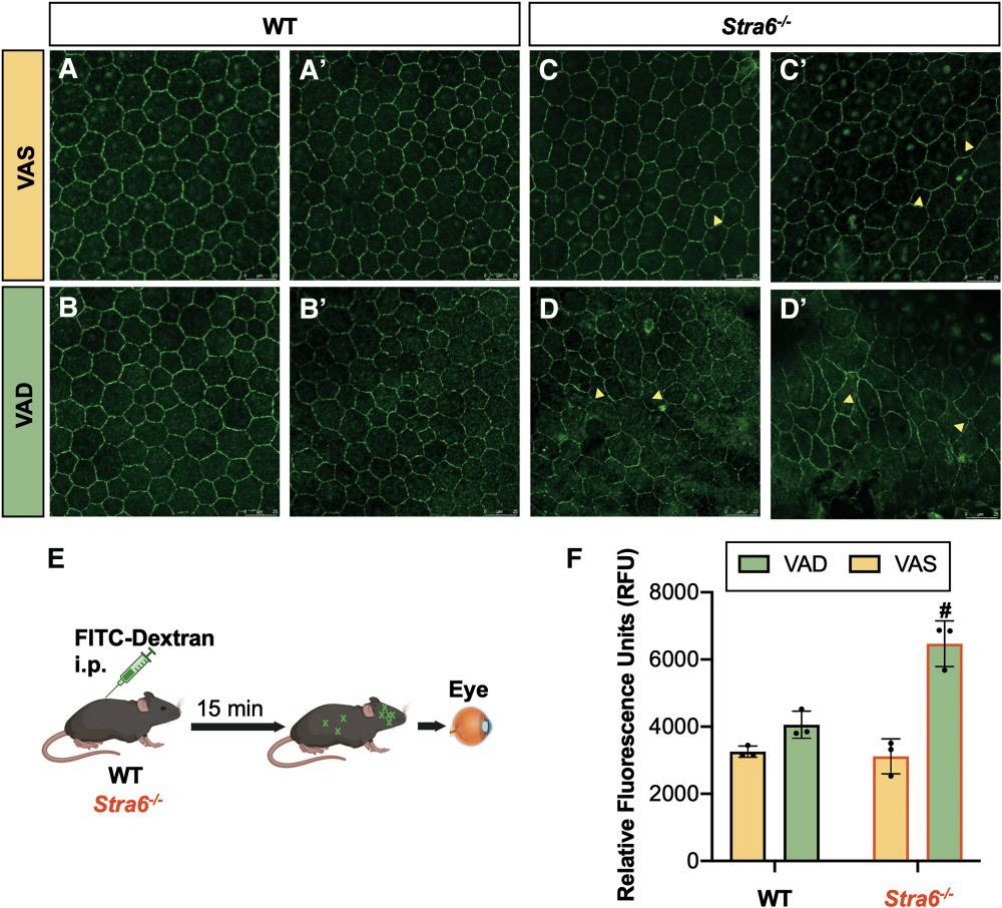
Examining oBRB morphology and barrier function. RPE flatmounts were prepared and stained for ZO-1 (A–D). The adjacent panels for each group marked by (’) represent an independent mouse RPE biological replicate. Scheme of FITC–dextran injections to assess permeability (E). Fluorescence was measured in retina tissue using a spectrophotometer (F). Sham control (phosphate buffered saline [PBS] alone) was used to subtract background autofluorescence. Arrow symbols indicate irregularities in RPE cell morphology. Values presented as mean ± SD. ^#^*P* < 0.05 between diets, within genotype.

Considering this shift in genes associated to the structural makeup of the oBRB, we investigated whether the transcriptional changes translated to a loss of barrier function. To evaluate if the oBRB has the capacity to properly filter macromolecules, we tested permeability of 10 kDa fluorescein isothiocyanate (FITC)–dextran (Fig. 6E). FITC–dextran was injected i.p. to WT and *Stra6^−/−^* mice 12 weeks after the dietary intervention, and eye samples were collected. To ensure we were accounting for FITC–dextran which crossed the barrier rather than that which may be adhering to the exterior surface of the eye, fluorescence was measured from isolated retina tissue. As shown in Fig. 6F, the relative fluorescence in VAD WT mice was slightly higher, albeit not significant, compared with VAS WT mice. However, the significantly elevated fluorescence intensity of the *Stra6^−/−^* VAD group suggested increased permeability and a compromised oBRB.

### Up-regulation of transporters in the solute carrier superfamily and ATPase subunits

One of the barrier functions is to control the exchange of solutes and nutrients between the circulation and the retina. There was an enrichment in the ion and transmembrane transport terms (fold enrichment = 3.5). 

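Of the solute carriers named in Fig. S6, all 26 were higher in the libraries labelled VAD *Stra6-/-* than in VAD WT, with a median log2 fold change of 2.84 (adjusted p = 6.11e-22, limma's camera test). Every one passed an adjusted p of 0.05 over all genes and adjusted over the list alone, and the study chose the list on these samples. Across the alternatives the median stayed between 2.57 and 2.85. In VAD WT against VAS WT all 26 were lower, with a median of -0.93. Among all 364 genes with a symbol beginning with Slc, 134 were higher and 96 lower than in VAD WT at an adjusted p under 0.05. With a log2 fold change beyond 2 as well, 32 were higher and 29 lower. The 6 channel and ATPase genes of the figure had a median of 2.69.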

The transcripts for numerous genes encoding transporters belonging to the SLC were elevated in *Stra6^−/−^* VAD samples (Fig. S6). *Slc2a1* encodes glucose transporter 1 (GLUT1) which transports glucose to the retina where it is utilized as an energy source. 

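*Slc2a1* (chromosome 4 from 119108711 to 119137983 of GRCm38) had a normalized value of 20677 ± 856 (SD, n = 5) against 4806 ± 648 (SD, n = 5) in the libraries labelled VAD *Stra6-/-* against VAD WT, a log2 fold change of 2.11 (standard error 0.08, adjusted p = 2.46e-15, limma), without overlap between the groups.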

*Slc6a* genes encode for the creatine transporter (CRT) protein for uptake of creatine needed to maintain ATP levels in the retina (37). 

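Of 18 *Slc6a* genes tested, 5 were higher and 6 lower in the libraries labelled VAD *Stra6-/-* than in VAD WT at an adjusted p under 0.05 (limma). *Slc6a20a* (chromosome 9 from 123634770 to 123678885 of GRCm38) rose from 237 ± 34.7 (SD, n = 5) to 3132 ± 260.5 (SD, n = 5), a log2 fold change of 3.73 (standard error 0.10, adjusted p = 4.24e-17, limma). *Slc6a13* had a log2 fold change of 2.19 (standard error 0.11, adjusted p = 5.12e-13, limma). *Slc6a8* (chromosome X from 73673150 to 73682502), which encodes the creatine transporter and was singled out after its values were seen, had a normalized value of 1346 ± 67.2 (SD, n = 5) against 1762 ± 154 (SD, n = 5), a log2 fold change of -0.39 (standard error 0.07, adjusted p = 3.82e-05, limma), with every library labelled VAD *Stra6-/-* below every VAD WT library. Its log2 fold change stayed between -0.44 and -0.36 across the alternatives, including the other scalings.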

Interestingly, the *Atp1b1* gene, encoding the β subunit of the Na,K-ATPase, was also elevated. 

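*Atp1b1* lies on chromosome 1 from 164437109 to 164458355 of GRCm38. Its normalized value was 9829.6 ± 301 (SD, n = 5) in the libraries labelled VAD *Stra6-/-* and 2160.2 ± 1137 (SD, n = 5) in VAD WT, a log2 fold change of 2.34 (standard error 0.21, adjusted p = 6.22e-09, limma), with no overlap between the libraries of the groups. The paper links this rise to earlier work on Na,K-ATPase and tight junctions.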

Previous studies suggest that Na,K-ATPase activity is involved in the structure of tight junctions. Alterations in the permeability and ion homeostasis have been shown to affect the levels of Na,K-ATPase expression at either the apical or basolateral side of the RPE (38). Taken together, these results strengthen the observed link between VAD and a loss of oBRB function which may result in retinal degeneration.

## Discussion

VAD is a serious public health concern, and an estimated 200 million children are at risk of VAD disorders (22, 39–41). The eyes are particularly vulnerable to this ailment (42). In its milder form, ocular VAD causes reversible night blindness. Clinically, the deficiency manifests as xerophthalmia with conjunctival xerosis and Bitot spots and eventually leads to corneal xerosis, corneal ulceration, keratomalacia, and retinal dystrophies (22, 42). While the significance of VAD for the front of the eyes is well defined, the pathological consequences for the back of the eyes are less well studied (43).

More than 60 years ago, Dowling and Wald described the consequences of VAD in rat retina (23). Initially, the depletion of liver stores of the vitamin A led to a decrease in blood ROL levels. In the retina, rod visual pigment (Rho) declined first before the opsin protein vanished in photoreceptors. The decline of Rho was mirrored in abnormal ERG responses and histological alteration of the retina (23). Since mice only develop ocular VAD when subjected to months of dietary intervention with vitamin A-free diet (27), follow-up studies were conducted in *Rpe65^−/−^* mice (44). These chromophore-deficient mice displayed activation of sensory transduction by unliganded opsin and slow degeneration of rods (45, 46), whereas cone photoreceptors died rapidly (47). It has been previously reported that this condition differs from nutritional VAD in mice (27). In fact, severe VAD is associated with irreversible retina degeneration (48). To better understand the pathology, we herein investigated adaptive responses to vitamin A deprivation. We identified impacted pathways in an unbiased approach from the RPE–choroid tissue, which separates the retina from the choroidal circulation. The photoreceptor layer is avascular, and therefore, nutrients from the choroid are provided through the RPE layer (49, 50). We developed a method to simulate mild and severe deficient states in mice. RNA-seq analyses have revealed effects not only in the retinoid cycle and phototransduction cascade but also epithelia structural maintenance. These findings are consistent with two essential roles of the RPE–choroid layers, production of 11-*cis*-retinal and oBRB function (51–55).

What is the consequence of restricting vitamin A in the diet? The eyes maintain critical processes using mechanisms established to avoid vulnerability to vitamin A status (1). Total ocular retinoid levels were unaffected in WT mice but significantly reduced when STRA6, integral to the homeostatic system, is not expressed. *Stra6^−/−^* mice on the VAS diet experienced a ~75% decrease, while those on a VAD diet possessed trace amounts in the ocular tissue (Fig. 1B and C). Neither preformed vitamin A carried by chylomicrons nor retinol diffusing passively can fully substitute for STRA6-mediated uptake. Both mild and severe deficiency resulted in a decrease of scotopic and photopic vision (Figs. 3A and S3). This was accompanied by a significant down-regulation of genes encoding proteins orchestrating cone phototransduction (Fig. 2D). In a chromophore-deprived photoreceptor, cone opsins are mistrafficked and cone-specific proteins such as PDE6 protein levels are reduced (47, 56). Moreover, ligand binding improves opsin stability and pigment trafficking to cone outer segments. Rods outnumber cones in the retina, so competition for limited chromophore is unfavorable for cones (57). Thus, mild VAD shows many characteristics described in chromophore-deficient mouse eyes.

RPE cells are joined together by tight and adherens junctions near the apical microvilli as well as desmosomes close to the basolateral membrane (52, 58, 59). Optimal ion and nutrient homeostasis in the subretinal space are necessary for preserving photoreceptor excitability and overall retinal health (60–62). A compromised oBRB triggers retinal degeneration, and retinoid signaling is required for development of this structure (35, 63). However, the relationship between vitamin A status and the oBRB has not been well established. *Stra6^−/−^* mice exhibiting severe VAD showed a down-regulation of transcripts of genes encoding proteins that span all three junctions (Fig. 4). Epithelial and endothelial cell layers have tight junctions generating selective barriers that enable tissue-specific activity as seen in the skin, intestine, brain, and eye (64, 65). RA is a vitamin A metabolite whose signaling has been implicated in the maintenance of tissue–blood barriers by altering expression of tight junction proteins (63, 66, 67). The BRB is analogous to the blood–brain barrier (BBB), and the importance of RA signaling has been emphasized during the developmental stages. Interestingly, prior research has demonstrated RA induces BBB genes such as tight junction proteins ZO-1 and cadherins (68). The exact influence of RA on the BBB and a variety of epithelia is inconclusive, as in vitro and in vivo testing has presented results showing both positive and negative RA effects (69–72).

The BRB consists of both outer and inner components, and the integrity of the inner BRB, lining the retinal vasculature, is vulnerable to reduced RA signaling (63). A similar phenomenon was supported in our studies of the oBRB. Phenotypically, RPE from WT mice followed a repetitive, hexagonal shape. In contrast, the RPE cells varied in shape and size in *Stra6^−/−^* mice on a VAD diet. A loss of structural integrity translated to increased permeability to macromolecules (FITC–dextran) (Fig. 6). 

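Alcohol and aldehyde dehydrogenase genes moved both ways between the libraries labelled VAD *Stra6-/-* and VAD WT. Of 4 *Adh* genes tested, 3 were lower and 1 higher at an adjusted p under 0.05 (limma), and of 21 *Aldh* genes, 6 were lower and 10 higher. With a log2 fold change beyond 2 as well, 3 *Adh* genes were lower and 0 higher, and 4 *Aldh* genes were lower and 0 higher. *Adh7* (chromosome 3 from 138217760 to 138233382 of GRCm38) fell from 13076 ± 5257 (SD, n = 5) to 415 ± 31.1 (SD, n = 5), a log2 fold change of -4.87 (standard error 0.19, adjusted p = 9.99e-15, limma), and *Adh1* with a log2 fold change of -3.77 (standard error 0.18, adjusted p = 2.44e-13, limma). *Aldh3a1*, an abundant cornea transcript, had a normalized value of 5507 ± 648 (SD, n = 5) against 169594 ± 78617 (SD, n = 5), a log2 fold change of -4.80 (standard error 0.25, adjusted p = 7.07e-13, limma). *Aldh1a3* fell with a log2 fold change of -2.91 (standard error 0.10, adjusted p = 6.97e-16, limma). *Adh5* rose with a log2 fold change of 1.12 (standard error 0.06, adjusted p = 2.18e-12, limma), and *Aldh2* with a log2 fold change of 1.62 (standard error 0.14, adjusted p = 3.24e-09, limma). Over 16 listed genes the median was 0.44, and 0.12 with *Dhrs9*, at or under 3 reads in every VAD WT library, set to its bound. The mean score of the list was lower in the libraries labelled VAD *Stra6-/-*, by 0.49 (exact permutation test, two-sided p = 0.00794). Each of the 6 genes named here kept its direction under each scaling.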

Our gene set indicated a down-regulation of genes encoding alcohol and aldehyde dehydrogenases involved in RA metabolism. The role of vitamin A in maintaining the oBRB is novel and has implications beyond the physical integrity of the ocular tissue. Tight junctions are multiprotein complexes constituting of transmembrane, peripheral, and cytoplasmic proteins. Many proteins associated with tight junctions act as adaptors to stabilize junctions or scaffolds to recruit proteins for intracellular signaling. Additionally, tight junctions demarcate boundaries between the apical and basolateral membranes, and the polarized distribution of transporters and channels is important for supporting the adjacent photoreceptors (73–75).

Together, our study revealed that ocular consequences of nutritional VAD are attributed to not only chromophore deficiency but also compromised retinoid signaling in the RPE. Damage to the RPE causes other retinal diseases such as age-related macular degeneration (76). How retinoid homeostasis conferred by STRA6 or oBRB transcriptional alterations is associated to the pathophysiology of such diseases warrants further investigations. A better understanding of the role of vitamin A at the oBRB will aid in the development of intervention strategies for children suffering from severe VAD eventually leading to retinal degeneration and vision loss as well as for other blinding diseases.

## Materials and methods

### Animal care and use

The use of mice in this study was approved by the Case Western Reserve University (CWRU) Institutional Animal Care and Use Committee. *Stra6^−/−^* mice on a C57BL/6J genetic background were generated in the vivarium at CWRU as previously described. WT mice were obtained from the Jackson Laboratory. All mice were bred and raised on a standard chow diet containing ∼15,000 IU vitamin A/kg diet (Prolab RMH 3000, LabDiet, St. Louis, MO, USA) with ad libitum access to food and water on a 12:12 h light/dark cycle. After weaning, mice were supplemented with a VAS (4,000 IU vitamin A, retinyl acetate) or VAD (0 IU vitamin A) diet. All mice were maintained on either diet for 12 weeks which is an established timepoint when vitamin A stores are depleted in mice (21). The diets were prepared by Research Diets (New Brunswick, NJ, USA). At the end of the dietary intervention, mice were anesthetized by using a ketamine (60 mg/kg) and xylazine (5 mg/kg) cocktail. Mice were transcardially perfused with PBS and sacrificed by cervical dislocation. Tissues were immediately harvested for analysis or snap frozen in liquid nitrogen and stored at −80°C until further use (77,78).

### HPLC retinoid analysis

Preparation and analyses of retinoid concentrations were performed as previously described (20, 21, 77, 78). For the liver, 10 mg of tissue was homogenized in 200 μL PBS. One entire eyecup was homogenized in 200 *μ*L hydroxylamine (2 m, pH 6.8). Retinoids were extracted twice using a mixture of 200 *μ*L methanol, 400 *μ*L acetone, and 500 µL hexane added to the tissue homogenates. A normal-phase Zorbax SIL (5 *μ*m, 4.6 × 150 mm) column was used for HPLC analysis. Chromatographic separation was achieved by isocratic flow of 10% ethyl acetate/90% hexanes. To quantify the molar amounts of retinoids, the HPLC was previously calibrated with synthetic standard compounds.

### RPE eyecup isolation and RNA extraction

Eyes were enucleated, and muscle and connective tissue were removed, followed by the removal of the anterior segment and vitreous. The eyecup was incubated with 2% dispase for 15 min in 37°C. The neural retina was carefully peeled off while limiting the extent of disturbing the RPE layer, and the remaining RPE–choroid tissue was rinsed with PBS. The RPE–choroid tissues from two eyecups were pooled together for RNA isolation. Tissue was immediately homogenized in 500 *μ*L of TRIzol, 100 *μ*L of chloroform was added, and the samples were centrifuged at 12,000 × *g* for 15 min at 4°C. The aqueous phase was collected, and 500 *μ*L of 70% ethanol was added. This mixture was added directly to a RNeasy mini column (Qiagen). RNA extraction was completed using the RNeasy Plus Mini Kit.

### cDNA library preparation and RNA sequencing

Quantitation and sample integrity and purity were tested using the Nanodrop and Agilent 2100 for quality control. Only samples with A260/A280 ratios >1.8–2 were submitted for further processing at Novogene Genomics Technology. For library construction, mRNA was enriched using oligo(dT) beads, fragmented randomly, and then cDNA was synthesized using random hexamer primers, dNTPs, RNase H, and DNA polymerase I. Following terminal repair, A ligation, and sequencing adaptor ligation, the double-stranded cDNA library was completed through size selection and PCR enrichment. The Illumina NovaSeq platform was used to sequence samples using paired-end sequencing (2 × 150 bp). The data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession number GSE219252 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE219252) (28).

### Mapping, gene-level analysis, and GO analysis

The samples have an average 26.2 million 150 bp long paired-end reads. Fastqc (version 0.11.2) was used for sequencing quality assessment. Multiqc (version 1.5) was used to aggregate results into a single report. Reads were then aligned to GRCm38/mm10 genome (UCSC genome source, 2011) using STAR (version 2.5.3a). An average of 87.4% of reads was uniquely mapped to the reference genome. The correlated annotation file (GTF) was applied and the gene expression level was determined by RSEM (version 1.2.30) quantification. Lowly expressed genes (counts less than five) were filtered. 

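The deposited table lists 24411 genes. The filter on counts under 5 can be read in several ways. A total of at least 5 reads over the 20 libraries keeps 18807 genes and was used here. A total above 5 keeps 18691, at least 5 reads in 1 library 18424, in 5 libraries 16898 and in every library 13981, and a mean of at least 5 keeps 16264.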

From the 18,691 remaining genes, analysis was carried out using DESeq2, which normalizes for sequencing depth differences (79). We were investigating how diet and the *Stra6* mutation influence gene expression, and we opted in using a multifactor design. VAS and WT were set as the reference levels for comparisons. Significant genes were determined by the adjusted *P* < 0.05. The threshold was set to include all genes with a log_2_ fold change >|2|. GO analysis, enrichment of BP terms, and pathway analysis were performed using the g:GOSt tool from g:Profiler (80, 81). Overrepresentation of these processes was assessed by fold enrichment that was computed by comparing the relative frequency of input genes in the samples to the frequency of genes annotated to the term or pathway in the background (universe).

### qRT-PCR

Total RNA was extracted from RPE eyecups using the TRIzol method (Invitrogen, Carlsbad, CA). The Nano drop ND-1000 spectrophotometer (Thermo Fisher Scientific, Waltham, MA, USA) was used to quantify RNA, and cDNA was generated using the High Capacity RNA to cDNA kit (Applied Biosystems, Thermo Fisher Scientific). RT-PCR was carried out using the TaqMan Master Mix (Applied Biosystems, Thermo Fisher Scientific) and the primers (Applied Biosystems) to amplify *β-actin* (Mm02619580), *Cdh1* (Mm00516355), *Dsc2* (Mm00516355), *Lrat* (Mm00469972), and *Rdh5* (Mm07299950). Based on the comparative delta-Ct method, gene expression levels were normalized using the housekeeping gene *β-actin*.

### Immunoblotting

RPE65 protein levels were assessed in the RPE–choroid tissue isolated from the mouse eyes. Tissue samples were homogenized in T-PER Tissue Protein Extraction Reagent (Thermo Scientific) solution with 2 mm phenylmethylsulfonyl fluoride (PMSF). After 30-min incubation on ice, the supernatant was isolated after centrifugation (15 min, 10,000 × *g* at 4°C) and stored at −80°C until further use. Protein concentrations were determined using the BCA protein assay (Thermo Fisher Scientific). Forty micrograms of protein lysates was mixed with 2X loading buffer (1 m Tris-HCl, pH 6.8, 1 m dithiothreitol (DTT), and 10% sodium dodecyl sulfate [SDS]) and loaded on Sodium dodecyl-sulfate polyacrylamide gel electrophoresis (SDS–PAGE) gels (12%). The protein was then transferred to polyvinylidene difluoride (PVDF) membranes (Bio-Rad). Membranes were blocked using 5% (*w*/*v*) nonfat dry milk dissolved in Tris-buffered saline containing 0.01% Tween-20 for 1 h at room temperature. The blots were washed and incubated overnight at 4°C with the appropriate primary antibody. As a loading control, β-actin antiserum (Cell Signaling, Boston, MA) was used at a dilution of 1:2,000. The antibody to RPE65 (noncommercial) was used to probe the blots. Goat antimouse IgG (Promega, Madison, WI) was employed as a secondary antibody (1:5,000) and incubated for 1 h at room temperature. All antibodies were diluted in Tris-buffered saline containing 0.01% Tween-20. The Odyssey Imaging System (LI-COR Biosciences) was used to scan western blots with chemiluminescence.

### Histology

Following PBS perfusion, the eyes were isolated from mice and fixed in 4% paraformaldehyde overnight at room temperature. The Visual Sciences Research Center Histology Core at Case Western Reserve University conducted paraffin embedding, retinal sectioning (10 μm), and hematoxylin and eosin (HE) staining. The HE-stained sections were imaged using the Leica DM600 microscope (77).

### The RPE flatmount and immunostaining

Following euthanasia, the eyes were immediately harvested and fixed with 4% paraformaldehyde for 1 h. The cornea, lens, and vitreous were removed, and radial incisions were made to flatten the remaining eyecup. The RPE layer was separated from the retinal tissue. The RPE flatmounts were incubated with 0.5% Triton X-100 in PBS (30 min) for permeabilization and then with ZO-1 polyclonal primary antibody (1:100; Thermo Fisher Scientific, 61-7300) overnight at 4°C. The flatmounts were washed with PBST (0.1% Triton X-100 in PBS). Alexa Fluor 488 was used as the secondary antibody (1:500; 2 h room temperature). The flatmounts were washed with PBST and then PBS before mounting on microscope slides. Images were acquired using the Leica Hyvolution SP8 confocal microscope. The argon laser (excitation 488 nm) was used with a ×63 C-Apochromat, NA, 1.4-O objective.

### Spectral domain OCT and SLO imaging

One percent tropicamide (Bausch and Lomb, Tampa, FL) eye drops were applied to dilate the pupils prior to the eye examination. Mice were anesthetized intraperitoneally with a ketamine/xylazine rodent cocktail. The optic nerve was positioned in the center before acquiring spectral domain OCT (SD-OCT, Bioptigen) images. B-scan images were acquired and averaged using the Bioptigen software (20). Retinal changes between treatment groups were assessed by measuring the thickness of the outer retina layers (including photoreceptor outer nuclear layer and inner/outer segments) 0.25–0.75 mm from the optic nerve head. The thickness values were averaged from retinas of four mice in each experimental group. Mouse fundus images were collected using the confocal SLO (SLO Spectralis HRA2, Heidelberg Engineering, Heidelberg, Germany). To obtain evenly illuminated fundus images, the fundus camera was aligned to the pupil using the near-infrared reflective laser (820 nm) (20, 77).

### Electroretinography

Mice were dark adapted overnight prior to examination. One percent tropicamide (Bausch and Lomb, Tampa, FL) was used to dilate the pupils, and mice were anesthetized using a ketamine/xylazine rodent cocktail. Mice were placed on a heating pad throughout the recording session to keep the body temperature at 37°C. Ag–AgCl electrodes were placed on the surface of the cornea (Diagnosys Celeris, Lowell, MA). For dark-adapted ERG responses, mice were exposed to 10 steps of a white light, flash stimulus ranging from 0.001 to 20 cd s × m^−2^. Interstimulus intervals were set at 4 s for low-luminance flashes and 90 s for the highest stimulus. For cone ERG responses, mice were exposed to a steady adapting light field for 7 min, and waveforms were recorded with strobe-flash stimuli (0.32 to 63 cd s × m^−2^) superimposed on the adapting field. Amplitude values were averaged between left and right eyes (20, 77).

### FITC–dextran injections

The permeability of the oBRB was assessed using a method adapted from an assay measuring BBB permeability (82). After *Stra6^−/−^* and WT mice were supplemented with either a VAS or VAD diet, three mice were injected intraperitoneally with 10 and 40 kDa FITC–dextran or PBS (sham). After 5 min, the mice were injected with ketamine–xylazine. The mice were perfused with PBS. The eyes were then immediately enucleated, and the retina tissue layer was pooled from each mouse for further processing. The tissue was homogenized in cold PBS, centrifuged at 10,000 × *g* for 20 min at 4°C, and the supernatant was transferred to a new tube. Fluorescence was measured in retina tissue supernatants using the FlexStation 3 Multi-Mode Microplate Reader (Molecular Devices). Fluorescence measurements acquired from the sham control group were used to account for autofluorescence and to subtract background. To avoid photobleaching, the samples were shielded from light at all stages.

### Statistical analysis

Unpaired *t* test was used when comparing values between genotype (WT vs. *Stra6^−/−^*) for ERG results. Two-way ANOVA was used when the observed effect is influenced by both variables, diet and genotype. The Tukey method was carried out for post hoc multiple comparisons. An alpha level of *P* < 0.05 was considered significant.

## Supplementary Material

pgad167_Supplementary_Data Click here for additional data file.

## Data Availability

The data that support findings in this publication are available in NCBI’s Gene Expression Omnibus (28) and are accessible through GEO Series accession number GSE219252 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE219252).

# Supplementary material for: Vitamin A deficiency compromises the barrier function of the retinal pigment epithelium
**Source:** PNAS Nexus. 2023 May 19;2(6):pgad167. doi: 10.1093/pnasnexus/pgad167
**Supplement:** pgad167_Supplementary_Data

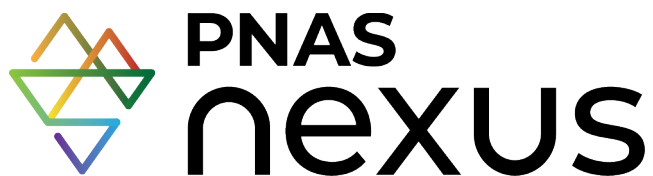

## **Supplementary Information for**

### **Vitamin A deficiency compromises the barrier function of the retinal pigment epithelium.**

Jean Moon<sup>a</sup>, Gao Zhou<sup>b</sup>, Eckhard Jankowsky<sup>b,c</sup>, and Johannes von Lintig<sup>a,\*#</sup>

#### **This PDF file includes:**

Figures S1 to S6

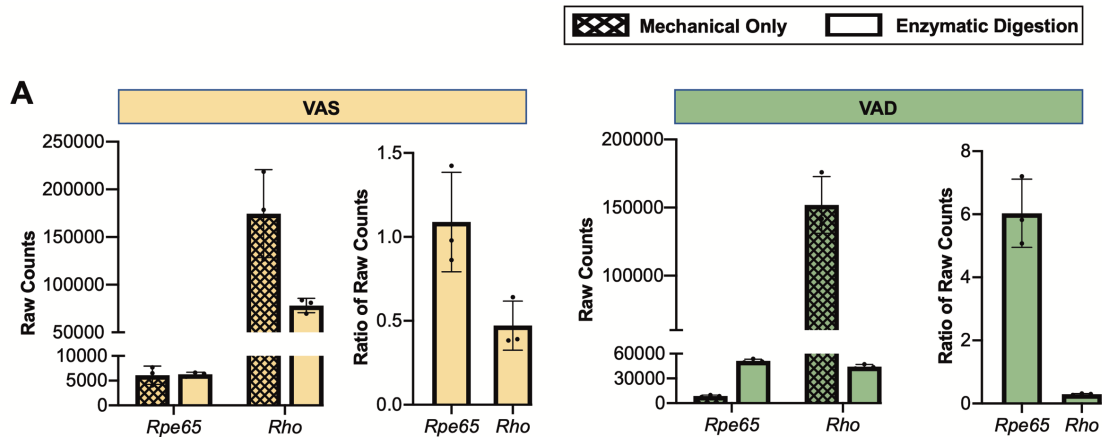

**Figure S1. Enrichment of RPE tissue in isolated eyecup.** After enucleation, the eyecup was isolated with (enzymatic digestion) or without (mechanical only) pretreatment with dispase. Count data, after normalization, for *Rpe65* and *Rho* genes was assessed to examine which method would increase yield of the RPE layer while minimizing contamination with the retina layer (A).

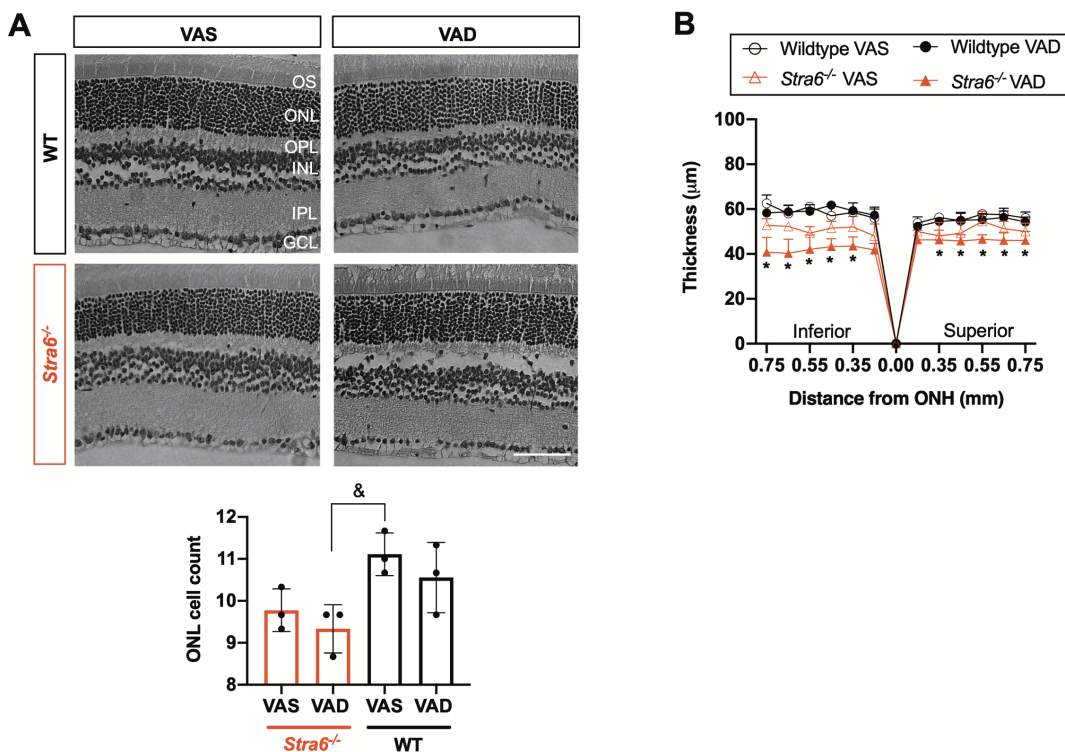

**Figure S2. Assessment of retina morphology.** (A) H&E staining of paraffin sections of retina prepared from eyes isolated from WT and *Stra6*<sup>-/-</sup> mice, maintained on a VAS or VAD diet, and the counts of number of nuclei in the ONL. Counts were collected from three unique regions of the retina ( $n=3$ ) and averaged. Scale bar, 50  $\mu$ m. (B) Measurements of photoreceptor layer thickness collected from OCT images ( $n=4$ ). GCL: ganglion cell layer; IPL: inner plexiform layer; INL: inner nuclear layer; ONL: outer nuclear layer; ONH: optic nerve head; OPL: outer plexiform layer; OS: outer segment. \*  $p<0.05$  between *Stra6*<sup>-/-</sup> and WT VAD. &  $p<0.05$  between *Stra6*<sup>-/-</sup> VAD and WT VAS

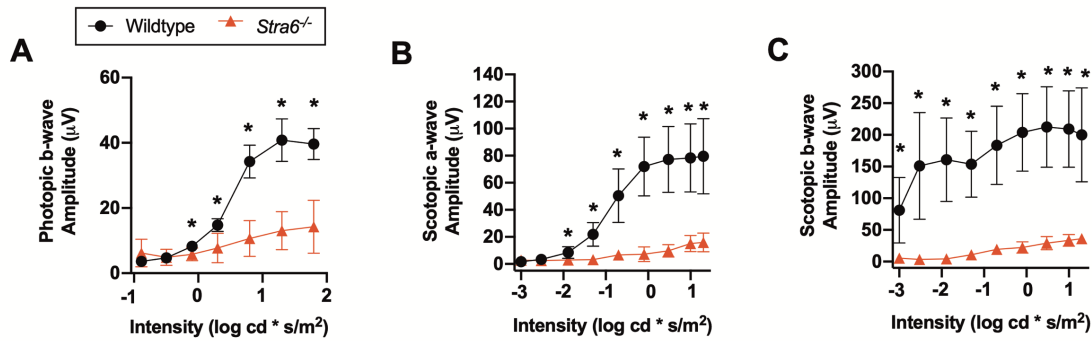

**Figure S3. Visual responses from mice on a vitamin A deficient diet.** Photopic (C) and scotopic (B-C) ERG responses were recorded from WT and *Stra6*<sup>-/-</sup> mice (*n*=4) that were on a VAD diet for 12 wk.

| <b>A</b> | Enriched Pathways                            | P <sub>adj</sub>         | gene symbols                                                           |
|----------|----------------------------------------------|--------------------------|------------------------------------------------------------------------|
|          | Apoptotic cleavage of cell adhesion proteins | 3.487 x 10 <sup>-4</sup> | <i>Dsp, Pkp1, Dsg1a, Dsg2, Tjp1</i>                                    |
|          | Cell junction organization                   | 2.165 x 10 <sup>-3</sup> | <i>Krt14, Plec, Itga6, Itgb4, Lamb3, Krt5, Jup, Lama3, F11r, Prkcl</i> |
|          | Apoptotic cleavage of cellular proteins      | 3.703 x 10 <sup>-2</sup> | <i>Dsp, Plec, Pkp1, Dsg1a, Dsg2</i>                                    |

  

| <b>B</b> | Enriched Pathways                                      | P <sub>adj</sub>         | gene symbols                                                       |
|----------|--------------------------------------------------------|--------------------------|--------------------------------------------------------------------|
|          | SLC-mediated transmembrane transport                   | 1.882 x 10 <sup>-4</sup> | <i>Slc2a12, Slc6a20a, Slc7a10, Slc13a3</i>                         |
|          | Transport of small molecules                           | 1.321 x 10 <sup>-2</sup> | <i>Trf</i>                                                         |
|          | Extracellular matrix organization                      | 1.596 x 10 <sup>-2</sup> | <i>Jam3, Mmp12, Loxl4, Lum, Dcn, Col11a1, Matn3, Emilin3, Comp</i> |
|          | The canonical retinoid cycle in rods (twilight vision) | 2.491 x 10 <sup>-2</sup> | <i>Lrat, Rpe65, Rlbp1, Rdh10</i>                                   |
|          | Transport of organic anions                            | 4.296 x 10 <sup>-2</sup> | <i>Slco1c1, Slco1a4</i>                                            |

**Figure S4. Differential expression analysis between VAD and VAS *Stra6*<sup>-/-</sup> samples.** (A) The top pathways in downregulated and upregulated (B) genes observed using Reactome pathway analysis.

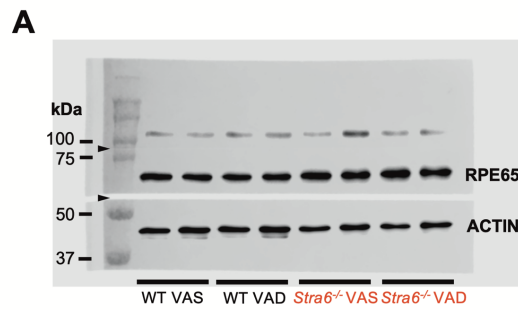

**Figure S5. Full Western blot (corresponding to Figure 5A).** Membrane was cut, as indicated by arrowheads, and probed for RPE65 and ACTIN (A).

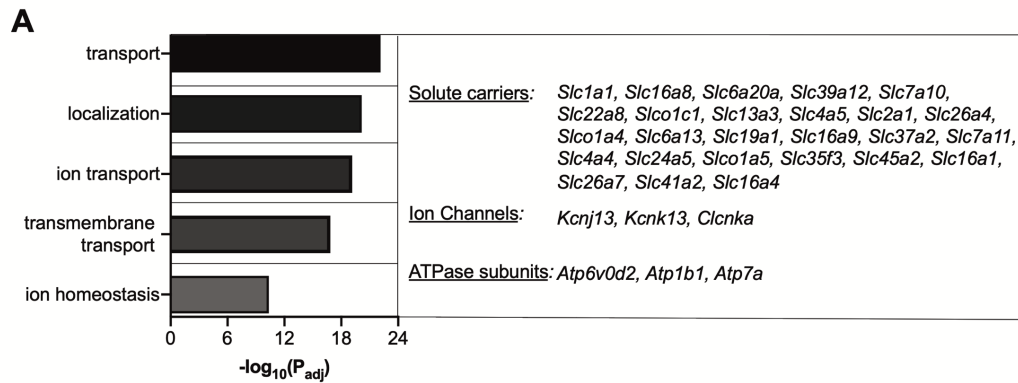

**Figure S6. GO terms between VAD *Stra6*<sup>-/-</sup> and WT samples.** The GO biological processes ontology terms in upregulated gene set (A) gene comparing VAD *Stra6*<sup>-/-</sup> relative to VAD WT.

How the deposited data were processed for this re-analysis (not part of the article)

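RNA-seq data of 20 outer eyecup samples were processed, 5 each of WT and *Stra6-/-* mice on the VAS or the VAD diet. The paper states that each sample held both eyecups of 1 mouse. The authors aligned the reads with STAR 2.5.3a and counted them per gene with RSEM 1.2.30. The signal deposited by the authors is the gene count divided by 1 DESeq2 size factor per sample, without length or log scaling, as the values themselves show: in 19 libraries every value is a whole multiple of the smallest positive value, and the reciprocals of these steps are the median-of-ratios size factors of the recovered reads. For replicate 1 of the libraries labelled VAD *Stra6-/-* the step lies so near to 1 that recovery of reads was not claimed. That library was used in all tests on the deposited values and left out of the tests on counts, which therefore have 19 libraries with 4 in that group; its steps were used only for the depth, the filter and the comparison of pairs of libraries with counting noise.

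The plan for the comparisons had assumed raw counts and edgeR. Because the deposited values are normalized, limma 3.58.1 in R 4.3.3 was used instead, on log2(value + 1) with a mean for each of the 4 groups, an intensity trend in the empirical Bayes step and Benjamini-Hochberg adjustment, and the planned edgeR 4.0.16 test became an alternative. This choice was made once the unit was known. In the same way PCA was run on log2(value + 1) in place of variance-stabilized counts, and the test against a log2 fold change of 1 with limma in place of edgeR. Genes with a total of at least 5 recovered reads over the 20 libraries were kept. A gene was called differentially expressed at an adjusted p under 0.05, with a log2 fold change beyond 2 for the comparisons between genotypes, as the paper states. The added 1 shrinks the fold changes of genes with low values. With 13331903 to 21878614 reads per library, a gene at or under 3 reads in every library of a group was given only a bound on its fold change. Intervals and floors of this kind cover counting error only. PCA used the 500 most variable genes on the same scale. The sums and scores of gene lists were compared with exact permutation tests, of which 5 libraries against 5 allow no two-sided p under 0.00794; 124 list scores were tested in this way. Lists were tested with limma's camera at an inter-gene correlation of 0.01.

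The lists, 31 in all, the comparisons, the alternatives other than those named as added and the rule for naming genes were set before the data were examined. The lists hold genes that the paper names (cone, stress, retinoid cycle, junction, ECM, solute carrier, channel and qPCR genes and *Stra6*) and genes chosen from general knowledge of cone, rod, inner retina, immediate early, heat shock, RPE, melanosome, junction, surface epithelium, cornea, skeletal muscle, tendon, sclera, endothelium, macrophage, erythrocyte, sex-linked, dehydrogenase and retinoic acid target genes. The rule named every gene the paper names for these data, *Stra6*, the listed genes and, for each comparison and direction, the 3 genes with the largest log2 fold change among those with an adjusted p under 0.05, a mean of at least 10 CPM in a group and no overlap between the groups. *Afdn* and *Nectin1* were listed but have no entry in the deposited table. *Slc6a8* was added after its values were seen. The single values of 2 of the listed genes are not reported here. Gene positions were taken from GENCODE vM21.

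Alternatives covered the normalization, the tool (edgeR, and DESeq2 1.42.0), the filter, the libraries in the fit, a replicate block, the fold change threshold, the set test, the number of genes in the PCA and leaving out each library in turn. The test first planned (edgeR with TMM), pseudocounts of 0.5 and 4, values rescaled by TMM factors, a total above 5 reads and variance-stabilized reads were added to the alternatives after the values had been seen. Other splits of the libraries were drawn with a fixed seed, 100 of 126 for each comparison of 5 against 5. The tests were tested on simulated data: of 200 genes given a change, limma recovered 165, all in the right direction, with 11 false calls and a median error of 0.133 on the log2 scale, and edgeR recovered 178 with 14 false calls. The simulation gave all groups the same spread and changed only more abundant genes in VAS *Stra6-/-*. It therefore does not show how many false calls the wider spread of VAD WT brings. The enrichment of annotated terms was left out because the gene sets it needs were not at hand, and qPCR, electroretinography and imaging data were not part of the deposit.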

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

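The tests on sex, on the authors' normalization, on *Stra6* and on the combination of mice in a library were chosen only after the result was seen.

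In 23 cases a single library stood far from the other 4 of its group, with a gap to its neighbor that, as a ratio to the range of the group, was above Dixon's 95% critical value. In VAS *Stra6-/-* the ratio was 0.784 for the RPE list in replicate 2, 0.842 for the macrophage list in replicate 3, 0.873 for the erythrocyte list in replicate 1, 1 for *Ddx3y* in replicate 1, 0.753 for *Lrat* in replicate 1, 0.742 for *Dsc2* in replicate 3, 0.861 for *Dsc3* in replicate 4, 0.784 for *Slc6a20a* in replicate 3, 0.809 for *Atp1b1* in replicate 2 and 0.919 for *Pcdhac2* in replicate 3. In VAS WT the ratio was 0.716 for the dehydrogenase list in replicate 4, 1 for *Fosl1* in replicate 1, 0.733 for *Angptl7* in replicate 4, 0.720 for *Mmp12* in replicate 3, 0.807 for *Rdh5* in replicate 4, 0.843 for *Aldh1a3* in replicate 2, 1 for *Il6* in replicate 5 and 0.828 for *Pcdhac2* in replicate 5. In the libraries labelled VAD *Stra6-/-* the ratio was 0.724 for the retinoic acid target list in replicate 5, 1 for *Cnga3* in replicate 3, 0.857 for *Prb1* in replicate 2, 0.882 for *Lrat* in replicate 5 and 0.739 for *Serpine3* in replicate 4. Chance gives about 12.6 such cases among the 252 gene tests, where 18 were found, and 7.20 among the 144 tests of lists, components and totals, where 5 were found. The ratios of 1 belong to genes with a value above 0 in a single library of the group. The cases fall on different libraries, and no biological explanation was tested.

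The diet effect differed between the genotypes. A genotype-by-diet interaction at an adjusted p under 0.05 (limma) was found for 8319 genes, and 1 of 100 splits between the genotypes within each diet, the real one included, gave as many; the largest other count was 8141. The median interaction was 3.81 for the retinoid cycle list and -4.75 for the junction list. The authors' normalization as the only change behind the retinoid cycle rise is argued against by the junction list. That list moved the opposite way, with a median of -4.22 between the libraries labelled VAD *Stra6-/-* and VAD WT. A size factor shifts all genes of a library alike, so it could still add to the rise if junction transcripts fell for another reason. With values rescaled by TMM factors the retinoid cycle median was 3.85, against 3.87 on the authors' scale. Genotype and diet remain open, as does the tissue in the samples.

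Transcripts outside those that the paper discusses stood out. The cornea keratin *Krt12* had a mean normalized value of 165008 in VAS WT and 2851 in the libraries labelled VAD *Stra6-/-*. In the latter, *Xist* had a mean of 4011 and *Ddx3y* of 870.0. A library of RNA from 1 mouse would hold *Xist* or the Y-linked transcripts; the lowest *Ddx3y* value in these libraries was 66.8% of the VAS WT mean while *Xist* was present in each, which argues against it. RNA of mice of both sexes in each library may be the source, since the lowest *Xist* value was 21.7% of the VAS *Stra6-/-* mean. The percentages of *Eif2s3y* and *Kdm5d* were lower than that of *Ddx3y*, and the proportion of the sexes was not tested. In VAD WT, replicates 2 and 4 also held both, *Xist* at 66.3% and 71.5% and *Ddx3y* at 6.78% and 7.25% of these means.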

How the results depend on the processing

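The settings of pseudocount 4 and variance-stabilized reads were chosen only after the result was seen.

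A log2 fold change beyond 1 in place of 2 gave 621 higher and 305 lower genes in VAS *Stra6-/-* against VAS WT, and 2107 higher and 2957 lower genes in the libraries labelled VAD *Stra6-/-* against VAD WT. A test against a log2 fold change of 1 gave 49 higher and 16 lower genes in the first of these, and a pseudocount of 4 gave 71 and 36, since it shrinks the changes of genes with low values. A log2 fold change beyond 2 left 77 genes for the diet in WT, 1707 in *Stra6-/-* and 31 shared.

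With only the 2 groups compared in the fit, the counts were 639 for the diet in WT, 570 shared and 69 in VAD WT alone. The fit of all groups takes 1 spread per gene from all 20 libraries, while VAD WT had the largest SD in each of 10 tissue lists. It may thus understate the spread of VAD WT and call too many genes there, which was not tested further. Across the fits that each left out 1 library, the count for the diet in WT ranged from 1260 to 2651, the shared count from 1025 to 1993 and the count in VAD WT alone from 235 to 658. The highest of each came without replicate 4 of VAD WT, and without replicate 2 of VAD WT the count in VAD WT alone was 573. The cause was not tested.

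The share of variance on PC1 was 41.4% with all genes, 50.9% with 2000 genes and 82.1% with variance-stabilized reads of 19 libraries, and from 63.7% to 71.1% with each library left out. The cause was not tested.

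With the replicate number as a replicate block, the counts were 137 higher and 63 lower genes in VAS *Stra6-/-* against VAS WT, 1446 and 9937 for the diet in WT and *Stra6-/-*, 1166 shared and 8193 for the interaction. Between libraries of the same number, Pearson's r across genes, which are not independent replicates, ranged from -0.290 to 0.211, so the numbers do not pair the libraries.

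Of the lists taken from the paper, 6 (cone, retinoid cycle, junction, junction of Fig. S4A, solute carrier of Fig. S6 and ECM of Fig. S4B) were run under the alternatives that apply to lists. DESeq2 was not among these, and was used for single genes and gene counts only. Each list kept its direction and a p under 0.05, not adjusted, wherever it was run, including fry in place of camera and camera with an estimated correlation. With that estimate, camera's p rose from 8.27e-08 to 0.0263 for the retinoid cycle list and from 1.06e-07 to 0.0184 for the junction list. It rose from 9.89e-17 to 0.00888 for the junction list of Fig. S4A and from 1.21e-07 to 0.0154 for the ECM list. The cone list went from 3.38e-05 to 0.0086 and the solute carrier list from 1.97e-23 to 3.82e-06. The camera p-values printed for lists elsewhere thus rest on the preset correlation of 0.01. The cone list ranged from -2.36 to -2.26. Of 1533 values of single genes under an alternative, 1529 kept direction and side of the threshold, 1 lost its call (*Xist* in VAD WT, with only the 2 groups compared), 3 gained one (*Thbs4* under edgeR and DESeq2) and 0 changed direction. The share of genes higher among those called for the diet in WT was 37.4% with limma and 49.7% with DESeq2.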

Differences from the paper's values

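The setting with a total above 5 reads and variance-stabilized reads were chosen only after the result was seen. Of the paper's values, the gene counts, the share of variance on PC1 and the fold changes of *Hspa1a* and *Arr3* were compared, and none differed from the values here by more than 1.5 times under the main settings. Some alternatives differed by more. Genes in VAD WT alone were 280 with a replicate block and 69 with only the 2 groups compared, against 482. Shared genes were 570 with only the 2 groups compared and 31 with a log2 fold change beyond 2, against 1742. PC1 held 41.4% with all genes and 50.9% with 2000 genes, against 86%. Its other values, the fold enrichments of terms among them, were not computed.

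With DESeq2 on 19 libraries, an alternative set before the data were examined, 500 genes were in VAD WT alone against the paper's 482, 8067 in the libraries labelled VAD *Stra6-/-* alone against the paper's 8,387 and 1660 shared against the paper's 1,742. A filter that keeps genes with a total above 5 reads gave the paper's 18,691 genes and was chosen after seeing the values. With variance-stabilized reads of 19 libraries, also chosen after seeing the values, PC1 held 82.1% of the variance against the paper's 86%.

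The paper describes the *Stra6-/-* groups as lying together, away from the WT groups, and also places VAD *Stra6-/-* apart from VAS *Stra6-/-*. Here, over the 500 genes of the PCA, the mean of the libraries labelled VAD *Stra6-/-* lay 102 from that of VAS *Stra6-/-*. VAS *Stra6-/-* lay 37.1 from VAS WT. The paper reports *Thbs4* as raised by the diet in WT; limma gave an adjusted p of 0.129, while DESeq2 (0.00123) and edgeR with DESeq2 size factors (0.0106) called it, and so did edgeR with TMM (0.0106), the test first planned for counts and put back as an alternative after the values were seen. The paper describes alcohol and aldehyde dehydrogenases that take part in RA metabolism as lowered, and its text names none of them. In the libraries labelled VAD *Stra6-/-* against VAD WT *Adh7* had a log2 fold change of -4.87, and *Adh1* and *Aldh1a3* fell too. *Aldh2* had a log2 fold change of 1.62, and *Adh5* rose too. Beyond a log2 fold change of 2, 3 *Adh* and 4 *Aldh* genes were lower and 0 of either family higher. The paper names *Slc6a* genes, as encoding the creatine transporter, among raised transporters; for *Slc6a8*, chosen after its values were seen, the log2 fold change against VAD WT was -0.39. The paper states that each replicate held both eyecups of 1 mouse; each of the libraries labelled VAD *Stra6-/-* held *Xist* and Y-linked transcripts, with *Xist* at a mean of 4011, and so did replicates 2 and 4 of VAD WT, with *Ddx3y* at 6.78% and 7.25% of the VAS WT mean.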

Other observations

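The tests on surface epithelium alone, on junction transcripts within RPE cells, on sex, on paralogs, on muscle and tendon apart, on collagen-rich tissue, on *Stra6* and on the spread of VAD WT, and the splits for the interaction and the shared genes were chosen only after the result was seen.

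Marker genes of several tissues differed between the groups. RPE genes outside the retinoid cycle list rose with a median log2 fold change of 2.83 between the libraries labelled VAD *Stra6-/-* and VAD WT, so a larger share of RPE cells may account for part of the retinoid cycle rise. A lower share of surface epithelium alone would raise all other cell types alike, and is argued against by the score of the RPE list, which rose more than that of the endothelium list by 2.01. Relative to the other RPE genes, the retinoid cycle score was higher in the libraries labelled VAD *Stra6-/-* by 1.46 (exact permutation test, two-sided p = 0.00794). Within VAD WT this measure went with the RPE score. It was -0.38 and -0.50 in replicates 2 and 4, with RPE scores of -0.61 and -0.42. In replicates 1, 3 and 5 it was at most -0.77, with RPE scores of at most -1.15. The measure may thus itself depend on the share of RPE cells, and regulation within RPE cells stays open, as undecided. Surface epithelium genes that are in no junction list fell with a median of -3.55, and a smaller amount of cornea, conjunctiva or skin in the samples may account for the fall of the junction genes. Fewer junction transcripts within the RPE cells cannot be told apart from it: the junction score minus the surface epithelium score differed between the groups by -0.28 (exact permutation test, two-sided p = 0.0238), with overlapping ranges, and the samples do not separate the transcripts of these cells.

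Less retina in the samples as the whole cause of the cone gene fall in VAS *Stra6-/-* is argued against by the cone score minus the rod score. Its difference from VAS WT was -1.38 (exact permutation test, two-sided p = 0.00794). The median of the rod list, 0.022, does not decide it by itself, since 11 rod genes were higher and 9 lower. Genes of the inner retina fell with a median of -0.29, so less retina stays open for a part of the fall. From VAS *Stra6-/-* and VAS WT alone, sex cannot be told apart from genotype: the highest *Xist* value of a VAS WT library was 0.233% of the VAS *Stra6-/-* mean, and the highest *Ddx3y* value of a VAS *Stra6-/-* library was 0.0916% of the VAS WT mean. In VAD WT, replicates 2 and 4 held *Xist* at 66.3% and 71.5% of the VAS *Stra6-/-* mean. Their cone scores were 1.41 and 1.41, above the highest of VAS *Stra6-/-* (-0.38). For the paper's 4 cone genes the scores were 2.49 and 2.36, against at most -0.029 in VAS *Stra6-/-*. Replicates 2 and 4 also had rod scores of 1.07 and 1.04, so more retina may raise their cone scores, which do not decide on sex. Relative to the rod score these replicates had 0.35 and 0.37, between VAS *Stra6-/-* (at most -0.43) and VAS WT (at least 0.62). That goes against sex alone as the source of the cone gene fall, though their diet differed too. On the same diet, replicates 1, 3 and 5 of VAD WT, with little *Xist*, had 0.82, 0.80 and 0.74. This difference has the direction sex would give, so sex as a part stays open. Sex is not told apart either for the other genes called between VAS *Stra6-/-* and VAS WT. The exceptions are *Stra6*, heat shock genes and, for sex as the whole source, the 4 stress genes the paper names. Relative to the RPE list, the lowest *Stra6* of replicates 2 and 4 of VAD WT was 11.0, above the highest of VAS *Stra6-/-* (9.60). The rise of heat shock genes in VAS *Stra6-/-* may come from handling or digestion of the tissue, since immediate early genes rose with a median of 1.33. Oxidative stress in the tissue stays open, as untested. Division of reads between *Hspa1a* and *Hspa1b* is argued against by their sum, which rose by 2.32. Sex as the source of the heat shock rise is argued against by replicates 2 and 4 of VAD WT, whose highest score of 10 other heat shock genes was -0.282, while VAS *Stra6-/-* had at least 0.518. For the 4 stress genes the paper names, these replicates had scores of 0.042 and 0.188, against at least 1.73 in VAS *Stra6-/-*. That argues against sex as the whole source of their rise. Sex as a part stays open, since replicates 1, 3 and 5 of VAD WT were lower (-0.297, -0.193 and -0.087).

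*Thbs4* was high in 2 of the 5 VAD WT libraries. Tendon and muscle as 1 source cannot be told apart from the diet, since the muscle list had a median of -0.96 between VAD WT and VAS WT, which does not speak for tendon. More skeletal muscle alone is argued against by the muscle list, whose highest score in a VAD WT library, -0.163, was under the highest of VAS WT (-0.0593). That VAS WT library, replicate 5, had a *Thbs4* value of 1198. Within VAD WT the muscle score did go with *Thbs4*. It was -0.163 and -0.200 in replicates 2 and 4, and at most -1.945 in replicates 1, 3 and 5. Replicates 1 to 4 of VAS WT had muscle scores of -0.257 or lower. More tendon may be a source: the tendon genes other than *Thbs4* had scores of 1.05 and 0.97 in replicates 2 and 4, against at most -0.59 in VAS WT. An effect of the diet stays open. The highest sclera score of a VAD WT library was 0.718, above the VAS WT scores, and collagen-rich tissue in some libraries may be a source. The 5 VAD WT libraries had a SD of 0.521 in the surface epithelium score, and the SD was largest in VAD WT for each of 10 tissue lists tested, so a tissue mixture that differs between libraries may widen this group.

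*Stra6* was higher in the libraries labelled VAD *Stra6-/-* than in VAD WT by 1.23, and a larger share of RPE cells may raise it. Exchanged labels of genotype are argued against by *Stra6* relative to the RPE list, which was -1.20 in the libraries labelled VAD *Stra6-/-* minus VAD WT. The weight of this is limited, since the same measure was -0.83 in VAD WT minus VAS WT, where the genotype is the same. Whether dispase was used for some groups was not tested, since the labels do not give the isolation of each library.

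Other splits of the libraries were compared with the real ones. Of 100 splits, the real one included, 1 gave as many genes for VAS *Stra6-/-* against VAS WT, 1 for the libraries labelled VAD *Stra6-/-* against VAS *Stra6-/-*, 1 for the libraries labelled VAD *Stra6-/-* against VAD WT and 1 for the genes shared by both diet comparisons. For VAD WT against VAS WT, 10 of 100 gave as many, and another split gave 4473 genes, more than the diet.

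The remaining lists were as follows. Between VAS *Stra6-/-* and VAS WT the median log2 fold change was 2.26 for the 4 stress genes the paper names, 1.36 for skeletal muscle, 1.47 for erythrocytes, and -8.44 for sex-linked genes, or -6.88 with 3 of them at their bound. Between the libraries labelled VAD *Stra6-/-* and VAD WT it was -4.83 for cornea, 0.29 for endothelium, 1.71 for macrophages, 0.19 for retinoic acid targets and 1.11 for the genes of the paper's qPCR. The 3 ECM genes of the paper's text had a median of 2.56 between the libraries labelled VAD *Stra6-/-* and VAS *Stra6-/-*, and *Stra6*, a list of its own, is reported above. Of the qPCR genes 3 were higher and 3 lower. In VAS WT a mean value above 100 was found for 23 of 25 surface epithelium genes, 6 of 7 cornea genes, 16 of 20 RPE genes, 12 of 12 sclera genes, 13 of 15 muscle genes and 20 of 20 rod genes, so the samples of that group held transcripts of each of these lists.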
